# GRHL3 activates *FSCN1* to relax cell-cell adhesions between migrating keratinocytes during wound reepithelialization

**DOI:** 10.1172/jci.insight.142577

**Published:** 2021-09-08

**Authors:** Ghaidaa Kashgari, Sanan Venkatesh, Samuel Refuerzo, Brandon Pham, Anita Bayat, Rachel Herndon Klein, Raul Ramos, Albert Paul Ta, Maksim V. Plikus, Ping H. Wang, Bogi Andersen

**Keywords:** Dermatology, Genetics, Cell migration/adhesion, Skin

## Abstract

The migrating keratinocyte wound front is required for skin wound closure. Despite significant advances in wound healing research, we do not fully understand the molecular mechanisms that orchestrate collective keratinocyte migration. Here, we show that, in the wound front, the epidermal transcription factor Grainyhead like-3 (GRHL3) mediates decreased expression of the adherens junction protein E-cadherin; this results in relaxed adhesions between suprabasal keratinocytes, thus promoting collective cell migration and wound closure. Wound fronts from mice lacking GRHL3 in epithelial cells (*Grhl3*-cKO) have lower expression of Fascin-1 (FSCN1), a known negative regulator of E-cadherin. Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) on wounded keratinocytes shows decreased wound-induced chromatin accessibility near the *Fscn1* gene in *Grhl3*-cKO mice, a region enriched for GRHL3 motifs. These data reveal a wound-induced GRHL3/FSCN1/E-cadherin pathway that regulates keratinocyte-keratinocyte adhesion during wound-front migration; this pathway is activated in acute human wounds and is altered in diabetic wounds in mice, suggesting translational relevance.

## Introduction

Acute skin wound healing progresses through 4 overlapping phases: hemostasis, inflammation, proliferation, and tissue remodeling (1). Although wounds close partially by dermal contraction, reepithelialization by epidermal keratinocytes in the proliferation phase is a key step in wound healing. During reepithelialization, keratinocytes in the wound front migrate on top of the underlying granulation tissue, ultimately meeting migrating keratinocytes from the opposing margin to close the defect (2). Migrating keratinocytes in the wound front are heterogenous and contain both basal and suprabasal subpopulations (3). Suprabasal keratinocytes in the intact epidermis express differentiation-specific keratins KRT1 and KRT10, whereas suprabasal keratinocytes in the wound front lose KRT1 and KRT10 expression and, instead, transiently express wound-specific keratins KRT6, KRT16, and KRT17 (3, 4).

Wound-front keratinocyte migration is an example of collective cell migration during which a group of cells moves as a cohesive unit. Changes in the actin-cytoskeleton and other traction forces, as well as the formation of cytoplasmic projections, contribute to active migration of leader cells at the wound edge (5, 6). These cellular changes are distinct from those occurring in the trailing suprabasal follower cells, which require loosening of cell-cell adhesions for effective migration (7). We have an incomplete understanding of the transcriptional mechanisms that mediate loosening of cell-cell adhesion in follower cells.

Grainyhead like-3 (GRHL3) is an evolutionarily conserved transcription factor required for mammalian development (8–10). Mice lacking *Grhl3* exhibit several abnormalities, including spina bifida, defective epidermal barrier, defective eyelid closure, and soft-tissue syndactyly (11–13). In addition to its role in epidermal differentiation, GRHL3 is required for periderm differentiation, preventing abnormal cell adhesion between adjacent epithelia (12). Although largely dispensable for adult skin homeostasis, GRHL3 is necessary for barrier recovery after epidermal injury (14, 15). In embryonic hind limb amputations, GRHL3 is highly expressed in cells in the wound margin, promoting actin-cytoskeleton contraction and wound closure (16). The work on GRHL3 in eyelid closure, embryonic wound healing, and in vitro keratinocyte migration indicates that it has roles in leader cells, but GRHL3’s potential role in follower cells has not been investigated. In addition, whereas GRHL3 is critical for the epidermal differentiation and barrier repair at the end stages of wound healing, its role in earlier stages of adult full-thickness wound healing has not been investigated.

FASCIN-1 (FSCN1) is an actin cross-linker that plays a critical role in cell migration (17, 18), promoting the formation of actin-based cellular protrusions required for cell motility, including filipodia. FSCN1 also regulates cell-cell adhesions in cancer cells, where it directly binds to microtubules (MT), regulating MT dynamics and adhesion stability during cell migration (19). Knockdown of *FSCN1* or blocking FSCN1-MT binding causes more stable adhesions and slower cell migration. By contrast, *FSCN1* overexpression in cancer cells is associated with E-cadherin downregulation and promotion of epithelial-mesenchymal transition (EMT) (20). Although it is known that *Fscn1* is upregulated in keratinocytes in the wound front (21, 22), its role in keratinocyte migration during wound healing has not been characterized.

Here, we show that GRHL3 is upregulated in the collectively migrating wound-front epidermis, most highly in the suprabasal compartment inhabited by follower keratinocytes. Loss of *Grhl3* leads to persistent cell-cell adhesions, abnormal architecture of the wound front, and delayed reepithelialization. We also identify as an underlying mechanism a new pathway where GRHL3 activates the *Fscn1* gene to effect cell-cell loosening in the migrating wound front, a pathway that is altered in diabetic wounds in mice.

## Results

### GRHL3 is upregulated in wound-front keratinocytes of acute wounds, and its expression is altered in human chronic wounds.

In mouse embryonic wounds, GRHL3 is upregulated at the wound leading edge where it regulates actin polymerization and cell polarity, mechanisms required for the purse-string closure of embryonic skin wounds (16). In adult skin, however, distinct mechanisms confer wound closure, including dermal contraction and collective migration of wound-front keratinocytes. Thus, we initiated our studies by defining the spatiotemporal expression of GRHL3 in full-thickness wounds in adult skin. We created small wounds (4 mm) on the back skin of *Grhl3*-Cre;LacZ reporter mice that have previously been shown to faithfully mark the endogenous expression of *Grhl3* in skin and other tissues (14). We preformed IHC analysis for β-Galactosidase (βGal) at several time points after wounding (Figure 1A; *n* = 3). In unwounded skin, βGal expression is sparse and within the suprabasal layer of the epidermis (Figure 1B). Twenty-four hours after wounding, when a migrating epithelium is forming, βGal is upregulated and more uniformly expressed in keratinocytes located in the wound front — in particular, suprabasally (Figure 1B). At day 3 after wounding, when keratinocyte migration is prominent, βGal is highly upregulated in migrating suprabasal keratinocytes in the wound front (Figure 1B). At day 7 after wounding, when epidermal cells have completed migration across the wound, increased expression of βGal persists in suprabasal keratinocytes (Figure 1B), consistent with the known role of GRHL3 in epidermal barrier restoration after injury (14). These data, showing upregulation of *Grhl3* in wound-front keratinocytes, are consistent with an active role of GRHL3 in keratinocyte migration during healing of acute wounds.

IHC analysis of GRHL3 in punch biopsies collected from healthy individuals with healing acute wounds also shows upregulation of GRHL3 in the wounded epidermis (Figure 1, C and D, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.142577DS1; *n* = 3). In contrast to mouse skin, in humans, we detected some GRHL3 expression in the basal layer, but as in the mouse, its highest expression is in the suprabasal layers of the epidermis, the regenerating spinous and granular layers (Figure 1D). Contrasting to acute healing wounds, chronic wounds (Figure 1, E and F, and Supplemental Figure 1A) have a higher proportion of basally located cells expressing GRHL3 (Supplemental Figure 1B; *n* = 3), although the total proportion of keratinocytes expressing GRHL3 is similar between healing and chronic wounds (Supplemental Figure 1C). Notably, basal keratinocytes in chronic wounds with high GRHL3 expression exhibit increased intercellular spaces and elongated, migratory-like cell morphology — features that are not observed in basal keratinocytes in acutely healing wounds (Figure 1F and Supplemental Figure 1A). Collectively, these data show that GRHL3 is upregulated in the wound front of healing wounds, consistent with a role in skin wound healing, and that GRHL3’s expression is abnormally increased in the basal layer in chronic human wounds.

### GRHL3 is required for the proper architecture and function of the collectively migrating wound front.

To investigate the role of GRHL3 in adult skin wound healing, we studied 4 mm punch wounds on the back of WT mice and mice conditionally deleted for *Ghrl3* in keratinocytes (*Grhl3*-cKO) (Figure 2A; *n* = 5/genotype). The deletion efficiency of *Grhl3* in these mice was validated with quantitative PCR (qPCR) primers amplifying the region between the *Grhl3* loxP sites (Supplemental Figure 2A) and with GRHL3 immunostaining of the wound front in *Grhl3*-cKO mice (Supplemental Figure 2B). The size of the wounds was examined at several time points: 0, 3, 5, and 10 days after wounding. Macroscopic analysis of the wounds over time showed delayed wound closure in the *Grhl3*-cKO mice, as indicated by a significantly increased wound size compared with WT mice at day 3 and day 5 (Figure 2, B and C). Histological analysis of wound sections collected at the same time points showed significantly decreased length of the migrating epithelial wound front in *Grhl3*-cKO mice compared with WT mice (Figure 2, D and E). In addition, the height (thickness) of the migrating epithelial wound front was significantly increased in *Grhl3*-cKO mice compared with WT mice at day 5 (Figure 2F). The delayed wound closure and the altered architecture of the migrating epithelial wound front in *Grhl3*-cKO mice align with the spatiotemporal upregulation of GRHL3 in wound-front keratinocytes during the reepithelialization phase of wound healing. Together, these data indicate that GRHL3 is required for proper wound reepithelialization.

Wound reepithelialization involves 2 independent processes: proliferation of keratinocytes located distally from the wound front and collective migration of keratinocytes located in the wound front. Thus, we determined whether decreased keratinocyte proliferation could explain the delayed progression of the wound front in the *Grhl3*-cKO mice. BrdU staining of wound sections collected at day 3 and day 5 after wounding indicated no significant differences in the number of proliferative cells between *Grhl3*-cKO and WT mice (Figure 2, G and H; *n* = 3–4/genotype), suggesting that altered keratinocyte migration rather than decreased cell proliferation causes delayed wound closure in the *Grhl3*-cKO mice.

Wounds in both WT and *Grhl3*-cKO mice were closed by day 10 (Figure 2, B and C), suggesting that lack of epidermal GRHL3 does not affect dermal contraction. Indeed, Masson’s trichrome staining showed no significant differences between the 2 genotypes in collagen fiber deposition in the wound bed at day 10 (Figure 2, I–K; *n* = 3–4/genotype). By contrast, there was a clear increase in the thickness of the epidermis covering the *Grhl3*-cKO wounds at day 10 (Figure 2I). Also, after complete wound closure at day 10, wound scab remained attached to the epidermis in *Grhl3*-cKO mice, a phenomenon associated with poor reepithelialization (Figure 2J). Together, these data suggest that defective collective keratinocyte migration impairs wound closure in mice deleted for *Grhl3* in the epidermis.

### GRHL3 mediates decreased E-cadherin expression and loosening of cell-cell adhesions in the migrating wound front.

We next wanted to further characterize the defect in the collectively migrating epithelial wound front in *Grhl3*-cKO mice. Toluidine blue staining of thin wound sections (100 nm) showed clear intercellular spaces (faintly stained white areas) between migrating keratinocytes at the wound front in WT mice at day 3 after wounding (Figure 3A, top panel). By contrast, in the *Grhl3*-cKO wound front, we barely detected intercellular gaps between migrating keratinocytes, especially between suprabasal keratinocytes (Figure 3A, bottom panel). The closely packed keratinocytes in the *Grhl3*-cKO wound front also exhibit a larger cytoplasmic area than keratinocytes in the WT wound front (Figure 3A). Furthermore, we observed significantly decreased intercellular spaces in *Grhl3*-cKO mice, using higher-resolution transmission electron microscopy (TEM) images of the collectively migrating wound front at day 3 (Figure 3, B–D; *n* = 2/genotype). These observations suggest that increased keratinocyte-keratinocyte adhesions in the collectively migrating wound front cause its abnormal architecture and delayed progression during wound healing in *Grhl3*-cKO mice.

In the collectively migrating wound front, components of adherens and tight junctions, but not desmosomal junctions, are downregulated (7). This downregulation causes loosening of adhesions between migrating cells, which is required for collective cell migration (7, 23). Consistent with these observations by others, we found no changes in keratinocyte desmosomal junctions in the wound front in *Grhl3*-cKO mice (Figure 3E). By contrast, and in line with previous findings (23), the adherens junction component E-cadherin was downregulated in basal keratinocytes in the collectively migrating wound front in both WT and *Grhl3*-cKO mice (Figure 3F). However, compared with WT mice, cell-surface levels of E-cadherin were increased in suprabasal keratinocytes of the *Grhl3*-cKO wound front (Figure 3F and Supplemental Figure 3, A and B; *n* = 3/genotype). These observations were further supported by Western blot analysis showing a significant increase of E-cadherin protein levels in *Grhl3*-cKO wound lysates compared with WT at 3 days after wounding (Figure 3, G and H), suggesting altered adherens junctions in *Grhl3*-cKO wounds. By contrast, the expression of the tight-junction component Claudin-1 (Cldn1) is similarly downregulated in keratinocytes in the wound fronts of *Grhl3*-cKO and WT mice (Figure 3I). Together, these data indicate that, in response to wounding, GRHL3 mediates decreased E-cadherin expression and loosening of adherens junctions required for normal architecture and movement of the migrating epithelial wound front.

### GRHL3 regulates the expression of factors that modulate E-cadherin levels and cell-cell adhesions in the wound front.

Our findings suggest that GRHL3, directly or indirectly, downregulates the expression of E-cadherin in migrating keratinocytes at the wound front during reepithelialization. 

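RNA-seq was performed on keratinocytes sorted from the wound margin and from unwounded skin, and the authors deposited whole-number read counts per gene symbol. The 7 libraries analysed here were 2 from WT unwounded keratinocytes, 2 from WT wound-front keratinocytes, 1 from unwounded keratinocytes labelled *Grhl3*-cKO and 2 from wound-front keratinocytes labelled *Grhl3*-cKO. The counts on genes totalled 15488699 and 16807451 in the WT unwounded libraries and 16653948 and 15418631 in the WT wounded libraries. They totalled 13497283 in the unwounded library labelled *Grhl3*-cKO and 15223569 and 14279568 in the wounded libraries with that label. The paper's Methods name Kallisto with the mm10 mouse genome and EdgeR. Which step made the deposited counts is not known here. The count tables also list reads without a unique alignment (3.46% to 4.74% per library) and ambiguous reads (1.34% to 1.45%), which were left out. Of the 24421 genes listed, 14045 passed edgeR's expression filter. These were normalized by the TMM method and tested, two-sided, with edgeR's quasi-likelihood test in a single fit of all 7 libraries, with Benjamini-Hochberg adjustment. No exact permutation test of 2 libraries against 2 can give a p below 0.333, so the tests rest on the spread that edgeR shares across genes. The biological coefficient of variation was 31.6%. Across genes, which are not independent replicates, the log2 CPM of the replicates correlated at 0.954 in WT unwounded, 0.946 in WT wounded and 0.958 in the wounded libraries labelled *Grhl3*-cKO. Replicate counts differed by more than the sampling noise, with a chi-square per degree of freedom of at least 29.4. The targeted gene *Grhl3*, on chromosome 4 from 135541887 to 135573632 (mm10), had 1893 and 1398 counts in WT unwounded and 1831 and 1388 counts in WT wounded keratinocytes. It had 1029 counts in the unwounded library labelled *Grhl3*-cKO and 1765 and 1491 counts in the wounded ones. Between the wounded groups its log2 fold change was 0.17 (standard error 0.21, adjusted p = 1.00). The counts cover the whole gene and do not separate the targeted exons, so the genotype is taken from the label. The paper gives n = 2 per genotype. The unwounded group labelled *Grhl3*-cKO was 1 library here, whose labels disagree on its replicate number, and no p-value is given for any comparison with it.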

To understand the underlying mechanisms, we performed transcriptomic analysis on isolated wound-front keratinocytes from WT and *Grhl3*-cKO mice; we collected 1 mm of the wound margin at day 3 and separated the epidermis from the dermis using enzymatic digestion (Figure 4A; *n* = 2/genotype). We employed FACS to isolate keratinocytes, using the common keratinocyte surface marker integrin α-6 (CD49F); nonkeratinocytes — immune cells, endothelial cells, and hematopoietic cells — were excluded using lineage surface markers. To capture both basal and suprabasal keratinocytes, we sorted keratinocytes that express CD49F at intermediate (1 × 10^3^ to 1 × 10^4^) and high (> 1 × 10^5^) levels (Supplemental Figure 4A). Keratinocytes from unwounded regions of the skin were collected as a control (Figure 4A).

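Counts of *Krt14* were between 174815 and 299775 per library across all 7 libraries, and those of *Krt5* were between 178111 and 244297. *Col17a1* had between 74801 and 96145 counts, *Krt1* between 24925 and 61380 and *Krt10* between 24463 and 57488. The leukocyte marker *Ptprc* had 9 counts in WT unwounded replicate 2, 11 counts in wounded replicate 1 labelled *Grhl3*-cKO and 0 in the other libraries, where a count of 0 allows up to 0.227 CPM. The endothelial marker *Pecam1* had 1 and 23 counts in WT unwounded keratinocytes and 100 and 31 counts in WT wounded keratinocytes, a log2 fold change of 2.49 (standard error 1.16, adjusted p = 0.984 by edgeR's quasi-likelihood test). Without WT unwounded replicate 2 this was 5.79. *Pecam1* had 4 counts in the unwounded library labelled *Grhl3*-cKO and 59 and 15 counts in the wounded ones. The summed CPM of 12 endothelial genes was 3.57 and 5.79 in WT unwounded and 42.4 and 24.1 in WT wounded keratinocytes. It was 2.72 in the unwounded library labelled *Grhl3*-cKO and 16.3 and 18.7 in the wounded ones. The summed CPM of 6 basal keratinocyte genes was at least 30665 in every library.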

The FACS strategy was successful, as normalized mRNA expression showed enrichment of keratinocyte markers *Krt14*, *Krt5*, *Krt1*, *Krt10*,** and *Col17a1*, with no expression of nonkeratinocyte markers in wounded and unwounded samples of both genotypes (Figure 4B). The expression of wound-response markers *Krt16*, *Krt17*, and *Krt6b*, and the leading-edge marker *Itga5*, was markedly upregulated in keratinocytes isolated from the wound front compared with keratinocytes isolated from unwounded epidermis in WT mice (Figure 4C), validating the isolation of 2 distinct keratinocyte populations: unwounded and wounded. By contrast, the expression of wound-response markers was unchanged between wounded and unwounded keratinocytes from *Grhl3*-cKO mice (Figure 4C), suggesting a general defect in the wound response in the absence of *Grhl3*. 

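In WT keratinocytes, *Krt16* was 1862 ± 131 CPM (SD, n = 2) in unwounded and 2896 ± 654 CPM (SD, n = 2) in wounded samples. Its log2 fold change was 0.64 (standard error 0.18, unadjusted P = 0.00294), and it was 0.39 without WT wounded replicate 2. *Krt6b* was 149 ± 156 CPM in unwounded and 655 ± 598 CPM in wounded samples, a log2 fold change of 2.13 (standard error 0.67, unadjusted P = 0.00583). Without WT unwounded replicate 1 this estimate was 1.34, without WT unwounded replicate 2 it was 4.07, and without WT wounded replicate 2 it was 0.65. For *Itga5*, which rose from 16.1 ± 5.96 CPM to 37.0 ± 12.4 CPM, the log2 fold change was 1.20 (standard error 0.35, unadjusted P = 0.00341). *Krt17* was 1836 ± 339 CPM in unwounded and 2065 ± 346 CPM in wounded samples, a log2 fold change of 0.17 that was within the spread between replicates (standard error 0.17, unadjusted P = 0.334). The *Krt17* estimate ranged from -0.01 without WT wounded replicate 1 to 0.37 without WT unwounded replicate 1. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, the adjusted p was 0.559 for *Krt16*, 0.693 for *Krt6b*, 0.578 for *Itga5* and 1.00 for *Krt17*. Among the 20 genes the paper names for these experiments, 11 had an unadjusted P under 0.05 in this comparison, 9 an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested. The study chose part of that list on these samples, so the count over the list alone is not independent evidence. With DESeq2, *Krt6b* had a log2 fold change of 2.15 and an unadjusted P of 0.0830.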

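The unwounded sample labelled *Grhl3*-cKO had 1371 CPM of *Krt16*, 962 CPM of *Krt17*, 4.23 CPM of *Krt6b* and 12.2 CPM of *Itga5*. The 2 wounded samples with that label had 3004 and 2122 CPM of *Krt16*, 1140 and 1381 CPM of *Krt17*, 671 and 292 CPM of *Krt6b* and 26.2 and 15.1 CPM of *Itga5*. For each of the 4 genes, both wounded samples were above the unwounded sample, with fitted log2 fold changes of 0.90 for *Krt16*, 0.39 for *Krt17*, 6.83 for *Krt6b* and 0.75 for *Itga5*. Between the wounded groups, *Krt17* was lower in the samples labelled *Grhl3*-cKO, with a log2 fold change of -0.71 (standard error 0.17, unadjusted P = 7.5e-04, adjusted p = 0.783 by edgeR's quasi-likelihood test). For *Itga5* it was -0.84 (standard error 0.34, unadjusted P = 0.0268, adjusted p = 1.00 by the same test). The *Itga5* estimate was -0.44 without WT wounded replicate 2, -1.28 without wounded replicate 1 labelled *Grhl3*-cKO and -0.50 without replicate 2. The log2 fold changes of *Krt16* (-0.18) and *Krt6b* (-0.44) were no larger than their standard errors of 0.18 and 0.64, and that of *Krt6b* was 1.06 without WT wounded replicate 2.

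**Figure D1:**
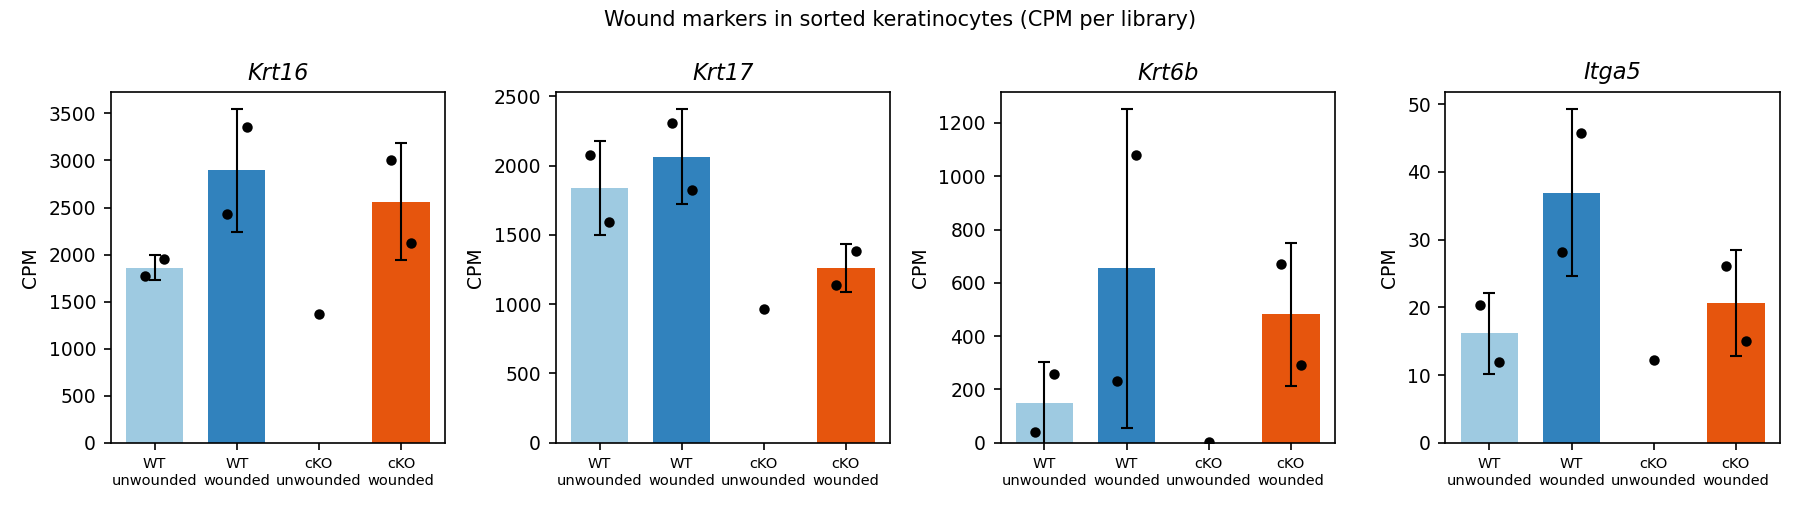
CPM (y axis) of *Krt16*, *Krt17*, *Krt6b* and *Itga5* in each condition (x axis), with libraries as points, and the mean and SD of 2 libraries as bars and error bars. The single unwounded library labelled cKO lies below both wounded libraries with that label for each gene.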

In agreement with these findings, immunostaining of day 3 wounds showed markedly less robust upregulation of KRT17 expression in keratinocytes at the wound front in *Grhl3*-cKO mice compared with that in the WT (Figure 4D and Supplemental Figure 4B; *n* = 2/genotype); note that the expression of KRT17 in other compartments such as hair follicles is comparable between the 2 genotypes. These data suggest that GRHL3 is required for activation of major components of the wound response in wound-front keratinocytes.

In the WT wound response, there were 558 genes differentially expressed (*P* < 0.05) between wound-front keratinocytes and unwounded keratinocytes (Figure 4E and Supplemental Table 1). 

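Between WT wounded and WT unwounded keratinocytes, 680 genes had an unadjusted P under 0.05, of which 446 were higher and 234 lower after wounding. At that threshold, 5% of the genes tested is 702.25. In 40 simulated sets of 7 libraries with no group effect, each gene drawn independently, 587 to 746 genes passed. Of these 46.2% to 53.5% were higher, against 65.6% here. An adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg) was reached by 4 genes, against 0 to 8 in the simulated sets. All were higher, and they were *Mmp9* (0.00430), *Xist* (0.0101), *Pmepa1* (0.0126) and *Cald1* (0.0258). *Xist* and *Pmepa1* were chosen for mention after their values were seen. *Mmp9* had 0 counts in both unwounded samples and 148 and 599 counts in the wounded samples, at least 255-fold higher, or at least 96.9-fold without WT wounded replicate 2 and 428-fold without WT wounded replicate 1. *Cald1* had 558 and 905 counts before and 1842 and 2479 counts after wounding, a log2 fold change of 1.62 (standard error 0.25). *Pmepa1* had a log2 fold change of 1.40, and *Xist*, with at most 32 counts in these samples, one of 3.01. The mean log2 CPM of *Xist* in the fit of 7 libraries was 7.33, with 14854 counts in the unwounded library labelled *Grhl3*-cKO. The spread edgeR shares across genes depends on mean expression. The small adjusted p of *Xist* may therefore come from that library, which is outside this comparison. Among the 10 genes with the smallest P whose groups did not overlap, the largest rises after *Mmp9* were those of *Fndc1*, with 3 counts in the 2 unwounded and 225 and 30 in the wounded samples (ratio 87.1, 95% counting interval 29.5 to 425, against 21.4, 6.66 to 110, without WT wounded replicate 1 and 147, 49.8 to 720, without replicate 2), and *Nav1* (log2 fold change 3.03, adjusted p = 0.131), and *Col8a2* fell (log2 fold change -1.67, adjusted p = 0.131). The edgeR likelihood ratio test moved the number of genes most, to 1117 at an unadjusted P under 0.05. Of the 558 genes in the paper's Table S1, 452 were among the genes tested here, and 446 of them changed in the same direction. An unadjusted P under 0.05 was reached here by 298 of the 452. Table S1 was drawn from the study's own samples, so the shared direction is not independent evidence.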

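With a single unwounded library, a gene was counted in the *Grhl3*-cKO wound response when both wounded libraries differed from it by at least 2-fold in the same direction (log2 CPM with a prior count of 2). By this rule 1346 genes differed, 799 higher and 547 lower after wounding. The same rule gave 1196 and 1093 genes for WT wounded keratinocytes against WT unwounded replicates 1 and 2, each taken alone. Simulated libraries with no group effect gave 1009 to 1140 genes for the *Grhl3*-cKO comparison. Leaving out a wounded library loosens the rule, and 2567 genes differed without replicate 1 and 2732 without replicate 2. A filter of at least 10 counts in every library moved the number most among the other alternatives, to 460. The unwounded library labelled *Grhl3*-cKO had 14854 counts of *Xist* and 0 counts of 4 Y-linked genes, whereas the other 6 libraries had 3 to 32 counts of *Xist* and 2580 to 3589 counts of the Y-linked genes, all chosen after the data were seen.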

By comparison, in the *Grhl3*-cKO wound response, there were 209 genes differentially expressed (*P* < 0.05) between wound-front keratinocytes and unwounded keratinocytes (Figure 4E and Supplemental Table 2). Comparing wound response gene expression profiles between WT and *Grhl3*-cKO, only 27 genes were shared between the 2 genotypes, 531 genes were exclusive to the WT wound response, and 182 genes were exclusive to the *Grhl3*-cKO wound response (Figure 4E and Supplemental Table 3). 

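Of the genes at least 2-fold different in the libraries labelled *Grhl3*-cKO, 232 also differed by at least 2-fold in the same direction in WT keratinocytes against unwounded replicate 1, and 187 did so against unwounded replicate 2. In WT keratinocytes 447 genes differed by at least 2-fold from both unwounded libraries. Among these, 91 moved the same way in the libraries labelled *Grhl3*-cKO, 68 higher and 23 lower, against 28 to 59 in the simulated libraries. Another 41 moved the opposite way, against 26 to 50 in the simulated libraries. Across all genes tested, the fitted log2 fold changes of the wound responses of both genotypes had a Pearson's r of 0.129 and a Spearman's rho of 0.0731. Of the 209 genes in the paper's Table S2, 205 were tested here, 178 had the same direction and 65 met the rule in that direction. Table S2 was also drawn from the study's own samples.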

GO categories of wound response genes that are differentially expressed only in WT mice are associated with cell adhesion, angiogenesis, hypoxia, and wounding (Supplemental Figure 4C). In contrast, GO categories of wound response genes that are differentially expressed only in *Grhl3*-cKO mice are associated with angiogenesis, keratinocyte differentiation, and response to progesterone (Supplemental Figure 4D). Additionally, shared wound response genes between the 2 genotypes showed enrichment of genes associated with extracellular matrix disassembly, cell migration, and cell adhesion (Supplemental Figure 4E). Collectively, these data indicate that upregulation of GRHL3 in wound-front keratinocytes is important for the changes in expression of a large subset of normal wound-response genes.

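Of the genes with an unadjusted P under 0.05 after wounding in WT keratinocytes, 426 moved in the same direction in the libraries labelled *Grhl3*-cKO, or 62.6% (95% exact binomial interval 58.9% to 66.3%). Intervals here cover counting error only. Among all genes tested, 50.5% moved in the same direction in both genotypes. The paper concludes that GRHL3 upregulation at the wound front matters for a large subset of wound-response genes. Whether a gene's response to wounding differed between the genotypes was not tested here, because the *Grhl3*-cKO response has 1 unwounded library.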

When we compared gene expression profile of (*Grhl3*-cKO wounded versus WT wounded) keratinocytes with gene expression profile of (WT wounded versus WT unwounded) keratinocytes, there are only 91 genes that are affected in both genotypes in response to wounding (Figure 4F and Supplemental Table 4). 

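Between the wounded samples labelled *Grhl3*-cKO and WT wounded samples, 567 genes had an unadjusted P under 0.05, 275 higher and 292 lower, and 0 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). The smallest adjusted p was 0.0729, for *Cald1* (log2 fold change -1.68, standard error 0.25). The simulated libraries with no group effect gave 627 to 726 genes at an unadjusted P under 0.05. A total of 131 genes passed in both comparisons, of which 71 were higher after wounding in WT and lower in the samples labelled *Grhl3*-cKO and 47 moved the other way. Both comparisons use the WT wounded libraries, and in the simulated sets 113 to 172 genes passed in both, with 113 to 170 of opposite sign, against 118 here, and 0 to 5 of the same sign, against 13 here. The overlap moved most under the edgeR likelihood ratio test, to 257 genes. Among the 10 genes with the smallest P whose groups did not overlap, the largest rises were those of *Il20ra* (log2 fold change 1.23), *Tppp3* (1.04) and *Asprv1* (1.03), and the largest falls those of *Ppp1r3b* (-3.68), *Prss22* (-3.30) and *Cald1*. Without WT wounded replicate 1, the log2 fold change of *Prss22* was -1.09 and that of *Ppp1r3b* -2.74. Of the 91 genes in the paper's Table S4, 75 were tested here and 31 passed in both comparisons.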

Motif analysis on the shared genes (91 genes in Figure 4F) shows high enrichment of the GRHL3 motif, suggesting possible direct targets that are regulated by GRHL3 in response to wounding (Figure 4G). 

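The GRHL core motif, taken as AAC, then C or A, then G or A, then GTT on either strand, was counted between 1000 bases upstream and 200 bases downstream of annotated gene starts. It was present for 9 of the 76 genes of Table S4 with such a window, or 11.8% (95% Wilson interval 6.36% to 21.0%). Among 13866 other genes, 1573 had it, or 11.3% (two-sided Fisher's exact test, p = 0.856). The motif enrichment programs named in the paper were not rerun.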

Gene ontology (GO) analysis of these shared genes (91 genes in Figure 4F) are associated with cell adhesion, cell migration, and wounding (Figure 4H). Interestingly, mRNA levels of the cell adhesion gene *Cdh1* (encoding E-cadherin) and cell migration gene *Arhgef19,* a previously described downstream target of Grhl3 (16), were unchanged in *Grhl3*-cKO mice compared with WT mice after wounding (Figure 4I and Supplemental Figure 4F). In contrast, mRNAs encoding 2 wound-induced factors that are known to negatively regulate E-cadherin expression — *Fscn1* (21) and Podoplanin (*Pdpn*) (24) — were significantly downregulated in *Grhl3*-cKO mice compared with WT mice after wounding (Figure 4I). These data indicate that GRHL3 does not transcriptionally stimulate the expression of *Cdh1* in wound-front keratinocytes and that its regulation of E-cadherin levels may be via other proteins. 

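*Cdh1*, on chromosome 8, was 1295 ± 240 CPM (SD, n = 2) in WT wounded and 1119 ± 18.0 CPM (SD, n = 2) in wounded samples labelled *Grhl3*-cKO. The log2 fold change was -0.21 (standard error 0.17, adjusted p = 1.00 by edgeR's quasi-likelihood test). *Arhgef19*, on chromosome 4, was 22.8 ± 0.847 CPM in WT wounded and 24.6 ± 3.14 CPM in wounded samples labelled *Grhl3*-cKO, a log2 fold change of 0.11 (standard error 0.25, adjusted p = 1.00). Neither difference exceeded the spread between replicates. After wounding in WT keratinocytes, the log2 fold change was 0.15 (standard error 0.17) for *Cdh1* and -0.35 (standard error 0.25) for *Arhgef19*.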

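*Fscn1* had 1850 and 1994 counts in WT wounded samples and 1958 and 805 counts in wounded samples labelled *Grhl3*-cKO, or 120 ± 13.7 CPM (SD, n = 2) and 94.7 ± 55.3 CPM (SD, n = 2). The log2 fold change was -0.34 (standard error 0.32, adjusted p = 1.00 by edgeR's quasi-likelihood test), within the spread between replicates. Without replicate 2 of the samples labelled *Grhl3*-cKO the log2 fold change was 0.16, and without replicate 1 it was -1.10. *Pdpn*, on chromosome 4, had 219 and 760 counts in WT wounded samples and 311 and 58 counts in wounded samples labelled *Grhl3*-cKO, or 31.2 ± 25.7 CPM and 12.6 ± 12.2 CPM. Its log2 fold change was -1.30 (standard error 0.62, unadjusted P = 0.0526, adjusted p = 1.00). Without WT wounded replicate 2, that of *Pdpn* was -0.04. Wounded replicate 1 labelled *Grhl3*-cKO, at 21.3 CPM, lay between the WT wounded samples, at 13.1 and 49.4 CPM. Replicate 2 with that label, at 4.01 CPM, lay below both. *Pdpn* had an unadjusted P under 0.05 with the edgeR likelihood ratio test (0.0399), the edgeR exact test (0.0353) and no expression filter (2.6e-04), and *Fscn1* under none of the alternatives run.

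**Figure D2:**
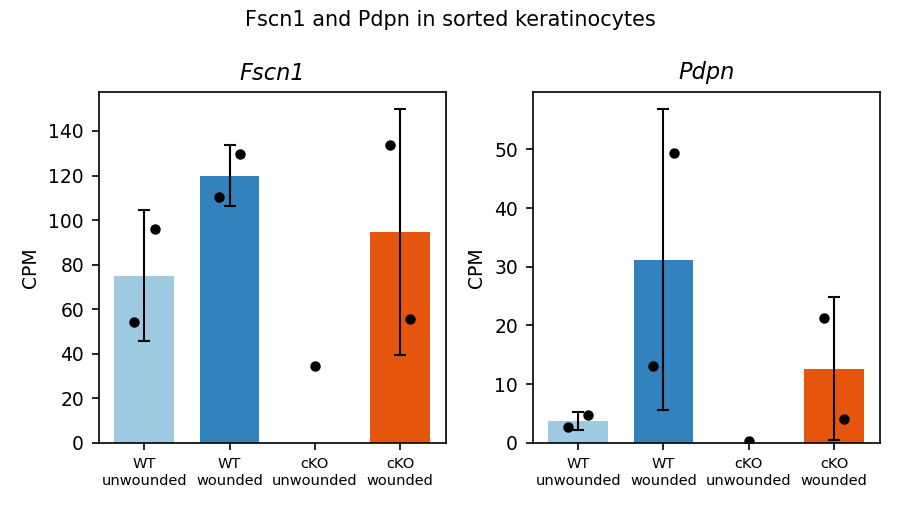
CPM (y axis) of *Fscn1* and *Pdpn* in each condition (x axis), with libraries as points, and the mean and SD of 2 libraries as bars and error bars. For *Fscn1*, 1 wounded library labelled cKO lies above and 1 below both WT wounded libraries.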

In fact, motif analysis of genes that are differentially expressed in response to wounding in the *Grhl3*-cKO mice show high enrichment of GRHL3 motifs, including in the *Fscn1* gene (Figure 4J), a candidate intermediary between GRHL3 and E-cadherin. These data indicate that, in wound-front keratinocytes, GRHL3 regulates the expression of genes encoding proteins that modulate E-cadherin levels and cell-cell adhesions during keratinocyte migration.

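The other genes named with the motif were compared between the same wounded groups. In the samples labelled *Grhl3*-cKO, *Nrg1* had a log2 fold change of -1.19 (standard error 0.42, unadjusted P = 0.0118, adjusted p = 1.00 by edgeR's quasi-likelihood test) and *Flt1* one of -1.86 (standard error 0.84, unadjusted P = 0.0412, adjusted p = 1.00). That of *Nrg1* was -1.85 without wounded replicate 1 with that label and -0.73 without replicate 2. Those of *Tmsb10* (-0.36, standard error 0.29) and *Ptk2b* (-0.09, standard error 0.26) had unadjusted P values of 0.233 and 0.742. *Flt1* had low counts, with 91 and 105 in WT wounded samples and 35 and 14 in wounded samples labelled *Grhl3*-cKO. In this comparison 6 of the genes the paper names had an unadjusted P under 0.05, 3 an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested. The 3 were *Krt1*, *Krt10* and *Krt17*, so no gene named with the motif was among them. The study chose part of that list on these samples, so this count is not independent evidence. Of the genes called here in both comparisons, 11 had the GRHL core motif near their start, or 8.40%, against 11.4% of the other genes (two-sided Fisher's exact test, p = 0.334). The window of *Fscn1* held no core motif.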

### GRHL3 upregulates FSCN1 in migrating wound-front keratinocytes.

In cancer cells, FSCN1 upregulation is associated with E-cadherin downregulation, decreased cell-cell adhesion, and increased migration (25), prompting us to investigate the role of GRHL3 in *Fscn1* regulation in wound-front keratinocytes during reepithelialization. In WT mice, wounding significantly induced *Fscn1* mRNA expression in keratinocytes (Figure 5A). 

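*Fscn1* lies on chromosome 5 from 142960343 to 142973185 on the plus strand (mm10). In WT keratinocytes it had 849 and 1655 counts, or 75.0 ± 29.4 CPM (SD, n = 2), before wounding. The log2 fold change after wounding was 0.68 (standard error 0.32, unadjusted P = 0.0502, adjusted p = 0.984 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both wounded samples were above both unwounded samples. The unadjusted P was under 0.05 with RLE normalization, the likelihood ratio test, the exact test, no filter, only the 4 libraries compared or a replicate block, and above it under the other alternatives run, with DESeq2 the highest at 0.243. Without WT unwounded replicate 1 the log2 fold change was 0.32, and without WT unwounded replicate 2 it was 1.15.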

Consistent with the mRNA findings, immunostaining of wound sections at day 3 after wounding showed high expression of FSCN1 in keratinocytes in the wound front, with highest expression in basal keratinocytes (Figure 5B) where E-cadherin expression is undetectable (Figure 3F). By contrast, in *Grhl3*-cKO mice, FSCN1 protein is detected in low levels in basal keratinocytes and is markedly downregulated in suprabasal keratinocytes in the wound front (Figure 5B and Supplemental Figure 5A), consistent with the significant downregulation in *Fscn1* mRNA expression in sorted wound-front keratinocytes (Figure 4I). Together, these data suggest that GRHL3 upregulates *Fscn1* in keratinocytes of the migrating wound front.

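The unwounded sample labelled *Grhl3*-cKO had 455 counts of *Fscn1*, or 34.4 CPM, below both wounded samples with that label, at 134 and 55.6 CPM. The fitted log2 fold change was 1.46. The paper proposes that GRHL3 upregulates *Fscn1* in the migrating wound front. A difference between the genotypes in the response of *Fscn1* to wounding was not tested here.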

Next, we investigated the expression of FSCN1 in relation to E-cadherin during HaCaT keratinocyte migration in vitro. Twelve hours after a scratch in confluent cultures (Figure 5C and Supplemental Figure 5B), FSCN1 expression was upregulated in cells located at the migrating front with low expression in nonmigrating cells located away from the edge (Figure 5C). By comparison, E-cadherin expression in nonmigrating cells that have low FSCN1 expression remained intact, whereas in cells at the migrating front that have high FSCN1 expression, E-cadherin expression was patchy, consistent with the migratory cell morphology (Figure 5C, white arrows). These data demonstrate that FSCN1 upregulation correlates negatively with E-cadherin expression in keratinocytes.

We also investigated the effect of *GRHL3* knockdown (Supplemental Figure 5C) on FSCN1 and E-cadherin expression in the migrating human keratinocyte front in vitro. As expected (15, 16), *GRHL3* knockdown impaired HaCaT cell migration, but it also downregulated FSCN1 expression and increased E-cadherin protein in migrating HaCaT cells (Figure 5D and Supplemental Figure 5, D and E). Together, these findings suggest that GRHL3 relaxes cell-cell by upregulating the expression of *FSCN1*, a negative regulator of E-cadherin, in wound-front keratinocytes from mice and humans.

To test this hypothesis further, we investigated the expression of E-cadherin in relation to *FSCN1* downregulation and upregulation during keratinocyte migration in vitro (Figure 5E). In support of our hypothesis, *FSCN1* knockdown resulted in increased E-cadherin at the cell surface (Figure 5E, middle panel), whereas *FSCN1* overexpression decreased E-cadherin at the cell surface (Figure 5E, bottom panel). Furthermore, transfected HaCaT cells that express FSCN1 to a high level show absence of E-cadherin at the cell membrane, whereas neighboring HaCaT cells that express lower levels of FSCN1 maintained the expression of E-cadherin at the cell membrane (Supplemental Figure 5F). Lastly, we tested whether forced expression of *FSCN1* in HaCaT cells knocked down for *GRHL3* would counteract the increased E-cadherin expression after *GRHL3* knockdown (Figure 5F). In support of our model, we observed that cells expressing FSCN1 to a high level lack E-cadherin at their cell membrane, whereas adjacent *GRHL3* knockdown cells that express lower levels of FSCN1 maintain E-cadherin expression at the cell membrane (Figure 5F). Together, these data support a role for GRHL3/FSCN1/E-cadherin pathway activation in migrating keratinocytes at the wound front.

### The FSCN1/E-cadherin pathway is activated in human acute wounds and impaired in diabetic mouse wounds.

Mining previously published gene expression data from human acute wounds at several time points (26), we found that *FSCN1* mRNA expression is upregulated 3 and 7 days after wounding, concomitant with wound reepithelialization (Figure 6A). To better characterize the expression of FSCN1 in relation to GRHL3 in human acute wounds, we xenografted surgically discarded human skin isolated from healthy subjects onto the dorsal back of immunodeficient mice (Figure 6B; *n* = 3). Following recovery, a small wound (2 mm) was created on the xenograft, and wound tissue was collected 3 days after wounding, during the period of active reepithelialization (Figure 6B). We then used immunostaining to study the expression of E-cadherin, FSCN1, and GRHL3 in these acute human wounds. Consistent with our mouse results, E-cadherin and FSCN1 expression was largely complementary in keratinocytes at the wound front; FSCN1 was upregulated in the wound front, with higher expression in basal keratinocytes where E-cadherin expression was almost absent (Figure 6C). GRHL3 was also upregulated in keratinocytes in the wound front, with positive correlation with FSCN1 expression (Figure 6C). Taken together with our mouse data, these experiments suggest that the GRHL3/FSCN1/E-cadherin pathway is activated during reepithelialization of acute wounds in both mice and humans.

Since GRHL3 is highly expressed in human chronic wounds (Figure 1), we next investigated whether components of the GRHL3/FSCN1/E-cadherin pathway are altered in mouse diabetic wounds, a model of delayed wound healing where mice are made diabetic through high-fat feeding (27) (Figure 6D; *n* = 3); diabetes was confirmed with fasting glucose measurements (fasting blood glucose > 200 mg/dL). Although FSCN1 was detected in some basal keratinocytes in diabetic wounds, it was downregulated in suprabasal keratinocytes in the wound front compared with controls (Figure 6E and Supplemental Figure 6A). Consistent with this finding, we observed more E-cadherin expression at the cell surface in keratinocytes at the diabetic wound front, similar to the E-cadherin expression pattern in *Grhl3*-cKO wounds (Figure 6, E and F). We did not observe alterations in GRHL3 protein expression in wound sections collected from diabetic mice compared with control mice (data not shown), suggesting that the changes in *Fscn1* expression may be independent of GRHL3 in this model. These data indicate that wound-induced FSCN1 upregulation and E-cadherin downregulation in the migrating wound front is impaired in diabetic wounds.

### GRHL3 directly regulates Fscn1 in wound-front keratinocytes and is required for global chromatin changes in response to wounding.

We previously showed that GRHL3 binds differentially to chromatin in differentiating and migrating primary human keratinocytes (14, 15). Thus, we wished to study global chromatin accessibility in wound-front keratinocytes during reepithelialization and determine its dependence on GRHL3. 

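ATAC-seq measures where chromatin is open to a transposase. Each of the 4 conditions was a single library from 100000 sorted keratinocytes, pooled from 4 wounds of 2 mice, so no difference between conditions has a replicate check. The paper's Methods give alignment to mm10 with bowtie2 and peak calling with MACS2. The authors deposited 1 peak list per library, with a fold enrichment, a −log10 p-value and a −log10 q-value for each peak. The lists hold no read counts, so the depth behind each peak is unknown. Median peak widths were 360 bases in WT unwounded, 421 in WT wounded, 399 in the unwounded library labelled *Grhl3*-cKO and 391 in the wounded library with that label. Peaks were compared with bedtools, and a peak was counted as shared if it overlapped at least 1 base of a peak in the other list. Lists of equal length, made of the peaks with the smallest p-values of each library, were also compared.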

We performed Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) analysis on sorted keratinocytes isolated from day 3 wound margins and unwounded epidermis in WT and *Grhl3*-cKO as described above (Figure 4A). 

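The peaks called in WT wounded keratinocytes covered 18.0 Mb, with a mean width of 488 bases, and those in WT unwounded keratinocytes covered 4.43 Mb, with a mean width of 411 bases. The median fold enrichment per peak was 4.21 in the wounded and 4.18 in the unwounded list. Of the WT unwounded peaks, 97.0% overlapped a WT wounded peak.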

Global overview of enriched aligned reads, called peaks, in WT mice shows a robust increase in chromatin accessibility in keratinocytes of wounded compared with unwounded skin (Figure 7A). Surprisingly, in *Grhl3*-cKO mice, no major chromatin accessibility changes were observed in wounded keratinocytes compared with unwounded (Figure 7B). 

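In the libraries labelled *Grhl3*-cKO, peaks covered 13.5 Mb before wounding, with a mean width of 459 bases, and 10.0 Mb after wounding, with a mean width of 447 bases. The unwounded list held 29364 peaks, and 10658 of these (36.3%) had no overlapping peak in the wounded list.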

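Of the peaks in WT wounded keratinocytes with no overlapping WT unwounded peak, 10575 (39.9%, 95% Wilson interval 39.4% to 40.5%) overlapped a peak in the wounded library labelled *Grhl3*-cKO, and 15903 did not. The unwounded list with that label is longer (29364 against 22474 peaks), and 14611 of the peaks gained in WT (55.2%, interval 54.6% to 55.8%) overlapped a peak in it, and 9853 overlapped a peak in neither. The share present in the unwounded library labelled *Grhl3*-cKO moved most when only peaks with a fold enrichment of at least 4 were used, to 41.8%, where the share present in the wounded library was 42.7%. With lists of equal length the shares were 41.9% and 42.8%. From its comparison of accessible regions, the paper proposes that GRHL3 is required for many of the accessibility changes after wounding.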

In fact, ATAC-seq peaks that were gained in response to wounding in WT mice generally failed to form in the absence of GRHL3 (Figure 7C), suggesting that GRHL3 is required for many changes in chromatin accessibility in response to wounding.

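The WT wounded list held 36872 peaks and the WT unwounded list 10769. Of the wounded peaks, 10394 (28.2%) overlapped an unwounded peak and 26478 (71.8%) did not. The wounded peaks without an unwounded partner had a median −log10 p-value of 5.30, against 9.22 for the shared ones. When only the strongest wounded peaks were taken, equal in number to the unwounded list, 3510 of them had no overlapping unwounded peak (32.6%, 95% Wilson interval 31.7% to 33.5%). Of the other 26103 wounded peaks, 88.0% had none.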

In WT mice, we observed 35,174 total peaks in wounded keratinocytes: 12,634 shared with unwounded and 22,540 peaks unique to the wound response (Figure 7D, left panel). By contrast, in *Grhl3*-cKO mice, we identified 21,156 total peaks in wounded keratinocytes, with only 116 peaks unique to wounding and the majority of the peaks shared with peaks found in unwounded keratinocytes (Figure 7D, middle panel). 

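In the wounded library labelled *Grhl3*-cKO, 22474 peaks were listed. Of these, 18764 (83.5%) overlapped a peak in the unwounded library with that label, and 3710 (16.5%) did not. With lists of equal length, the number without an overlapping unwounded peak was 3220 (29.9%), the smallest among the alternatives run. This setting left the WT unwounded list whole but cut the unwounded list labelled *Grhl3*-cKO from 29364 to 10769 peaks. Some of the 3220 peaks may therefore overlap an unwounded peak that was cut, so this share is not like for like with that of WT.

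**Figure D3:**
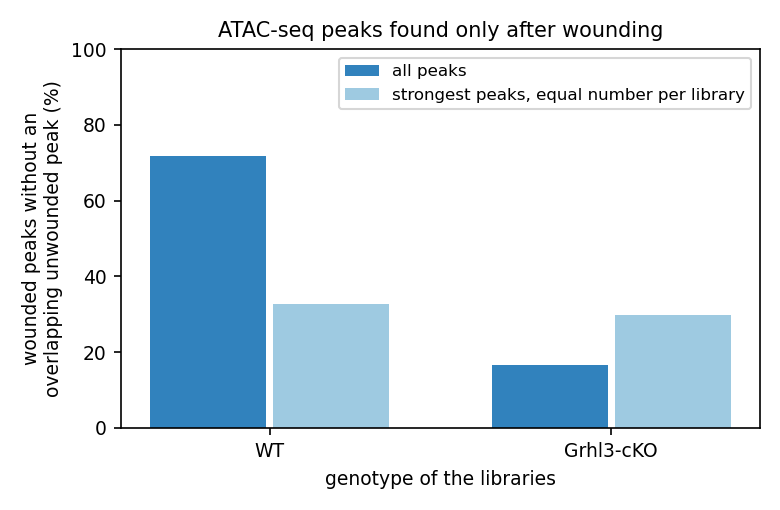
Share of wounded peaks with no overlapping unwounded peak (y axis, percent) in each genotype (x axis), for all peaks and for lists of equal length, as bars. With all peaks the WT bar is the taller, and with lists of equal length the bars are at 32.6% and 29.9%. The lists of equal length keep the whole WT unwounded list but cut the unwounded list labelled cKO.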

Although 21,068 peaks were shared in wounded keratinocytes between WT and *Grhl3*-cKO mice, 5553 peaks were exclusively gained in wounded keratinocytes in WT mice in response to wounding (Figure 7D, right panel). In addition, the genomic distribution of total peaks in wounded keratinocytes in WT mice shows a slight shift toward intergenic region compared with unwounded peaks; however, the majority of the peaks were still found in promoter regions after wounding (Figure 7E). 

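Of the WT wounded peaks, 20181 (54.7%) overlapped a peak in the wounded library labelled *Grhl3*-cKO and 16691 did not. In the other direction, 20301 peaks of the wounded library labelled *Grhl3*-cKO (90.3%) overlapped a WT wounded peak. With lists of equal length, 3259 WT wounded peaks had no partner in the wounded library labelled *Grhl3*-cKO.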

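Peaks were placed with the GENCODE annotation as promoter (within 1 kb of an annotated start site), intragenic or intergenic. In WT unwounded keratinocytes 52.1% of peaks were at promoters (95% Wilson interval 51.1% to 53.0%), 25.7% were intragenic and 22.2% intergenic. In WT wounded keratinocytes 32.1% (interval 31.6% to 32.5%) were at promoters, 37.3% were intragenic and 30.7% intergenic. Wounded peaks without an unwounded partner were at promoters in 23.7% of cases, and the shared peaks in 53.5%. With lists of equal length, which moved the WT wounded share most, 44.3% of the WT wounded peaks were at promoters.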

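For the libraries labelled *Grhl3*-cKO, 35.9% of the unwounded peaks (95% Wilson interval 35.4% to 36.5%) and 39.1% of the wounded peaks (interval 38.5% to 39.8%) were at promoters. Intragenic peaks made up 34.7% and 32.3% of the lists, and intergenic peaks 29.4% and 28.5%.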

Interestingly, the genomic distribution of peaks in wounded and unwounded keratinocytes in *Grhl3*-cKO mice is similar to the genomic distribution of peaks in wounded keratinocytes in WT mice (Figure 7E), suggesting that unwounded keratinocytes in *Grhl3*-cKO mice exhibit changes in chromatin accessibility prior to wounding. Together, these observations suggest that GRHL3 regulates global chromatin dynamics in the wound response.

Notably, the absence of *Grhl3* in keratinocytes did not significantly affect chromatin accessibility in epidermal genes such as the basal marker *Krt14* and the differentiation marker *Krt1* (Figure 7F). 

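At *Krt14*, on chromosome 11, a single peak was listed next to the gene's start, at 100207619 to 100207803, in WT wounded keratinocytes (fold enrichment 3.29). A peak at 100207619 to 100207801 was listed in the unwounded library labelled *Grhl3*-cKO (fold enrichment 3.15), and the other 2 libraries had none there. At *Krt1*, on chromosome 15, the only peak within the gene or 5000 bases of it was in the unwounded library labelled *Grhl3*-cKO, at 101855407 to 101855946, 4613 bases upstream of the gene's start. The lists give only peaks past the caller's threshold, so a region without a listed peak is not shown to lack reads.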

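Near *Krt17*, on chromosome 11, all 4 libraries had a peak beyond the 3′ end of the gene. It lay at 100255665 to 100255971 in WT unwounded (fold enrichment 3.63) and at 100254504 to 100256175 in WT wounded keratinocytes (fold enrichment 3.91). In the unwounded library labelled *Grhl3*-cKO there were 2 peaks, at 100254463 to 100254961 (fold enrichment 3.67) and 100255701 to 100255999 (fold enrichment 3.58). The wounded library with that label had a peak at 100255575 to 100256182 (fold enrichment 3.80).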

Consistent with our RNA-seq data (Figure 4), peaks that are significantly gained in the wound-response gene *Krt17* in wounded keratinocytes in WT mice were decreased in the absence of *Grhl3* (Figure 7G), supporting a broad impairment of the wound response in *Grhl3*-cKO mice (Figure 4, C and D). Next, we sought to determine the genes that are accessible in WT wounded keratinocytes and most affected by the loss of *Grhl3*. Thus, we overlapped genes that were found near the significant ATAC-seq peaks in WT wounded keratinocytes (6510 genes) with genes that were differentially expressed in *Grhl3*-cKO wounded keratinocytes when compared with WT wounded keratinocytes (555 genes), identifying 182 shared genes between these 2 data sets (Figure 7H). 

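WT wounded peaks without an unwounded partner lay within 1 kb of a start site of 7076 annotated genes, of which 4804 were among 13950 genes tested by RNA-seq and found in the annotation. Of 563 such genes with an unadjusted P under 0.05 between the wounded groups, 229 were near such a peak (40.7%). Random lists matched on mean expression gave a central 95% range of 180 to 224 over 10000 lists, which put the observed number at percentile 99.2. With peaks of a fold enrichment of at least 4, the number was 151 (percentile 7.58), and with lists of equal length it was 29 (percentile 48.1). The percentile was 36.5 with a q of at most 0.01 and 66.4 with an overlap of at least 50%. With all WT wounded peaks the number was 390, against a random median of 433 (percentile 0). *Fscn1* was near such a peak only with a distance of 5 kb.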

GO analysis of these 182 shared genes indicates enrichment of genes associated with chromatin silencing, cell adhesion, and cell migration — processes that are altered in response to wounding in the *Grhl3*-cKO mice (Figure 7I) — supporting the global wound-response effects of *Grhl3* loss in keratinocytes.

In the *Fscn1* gene, we noted that 2 peaks were significantly gained after wounding in WT mice; peak 2 is upstream of the promoter, and peak 1 is in the first intron (Figure 7J). 

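In WT wounded keratinocytes 2 peaks were listed at *Fscn1*. The upstream peak lay at 142958681 to 142958931 of chromosome 5, 1412 bases before the gene's annotated start, with a fold enrichment of 4.81 and a −log10 p-value of 7.60. The other peak lay at 142963258 to 142963771 in the first intron, with a fold enrichment of 4.13 and a −log10 p-value of 6.14. The WT unwounded list had no peak within the gene or 5000 bases of it.

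**Figure D4:**
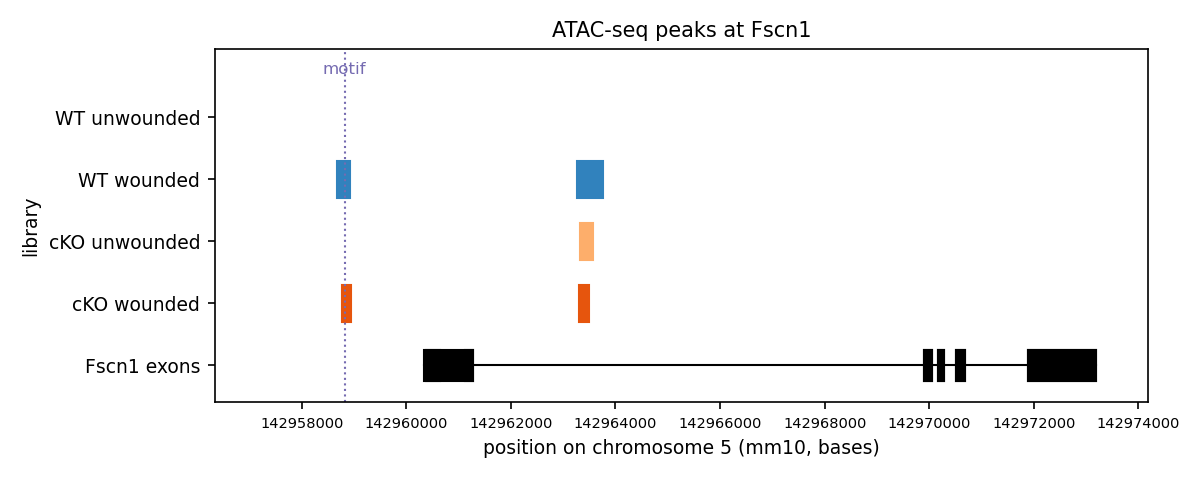
Peaks at *Fscn1* on chromosome 5 (x axis, position in bases) in the 4 libraries and the exons of the gene (y axis), as boxes drawn to scale. Both wounded libraries have an upstream and an intronic peak, and the unwounded library labelled cKO has an intronic peak.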

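The unwounded library labelled *Grhl3*-cKO had a single peak at *Fscn1*, in the first intron at 142963327 to 142963577 (fold enrichment 4.02). The wounded library with that label had a peak upstream at 142958766 to 142958951 (fold enrichment 3.98) and an intronic peak at 142963306 to 142963491 (fold enrichment 4.01).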

In *Grhl3*-cKO mice, these peaks were unchanged after wounding (Figure 7J), consistent with decreased expression of *Fscn1* after wounding in the *Grhl3*-cKO mice. Broad peak analysis identified peak 1 as a significant peak in wounded keratinocytes compared with unwounded keratinocytes in WT mice. 

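In the WT wounded list, the intronic peak had a −log10 q-value of 3.59 and the upstream peak one of 4.91. The intronic peaks of the libraries labelled *Grhl3*-cKO had −log10 q-values of 2.78 before and 2.64 after wounding, and the upstream peak after wounding had 2.52.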

Motif analysis identified a strong GRHL3 motif in peak 1 (Figure 7J, bottom panel). Furthermore, reanalysis of our previous GRHL3 ChIP-seq experiments (14, 15) showed that GRHL3 binds to the promoter of the *Fscn1* gene in the mouse epidermis atE16.5 (Supplemental Figure 6B) and in migrating human keratinocytes in vitro (Supplemental Figure 6C). Collectively, these data indicate that GRHL3 binds to the *Fscn1* gene and regulates chromatin accessibility and *Fscn1* expression in wound-front keratinocytes during reepithelialization.

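The motif sequence drawn in Figure 7J, AAACAGGTTT, was searched on both strands of *Fscn1* and 5000 bases upstream. It occurred at a single place, 142958826 to 142958835 on the plus strand of chromosome 5, 1517 bases upstream of the annotated start. This place is in the upstream peak of WT wounded keratinocytes and of the wounded library labelled *Grhl3*-cKO, and the intronic peaks did not contain it. The mm10 sequence from 142958811 to 142958850 is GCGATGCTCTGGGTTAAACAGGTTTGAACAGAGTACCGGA.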

## Discussion

The migrating epithelial wound front is an example of collective cell migration where a group of cells migrates as a cohesive epithelial sheet. Research in past years has brought understanding of the cellular and molecular mechanisms important for the function of leader cells, which are located at the edge of the migrating epithelial sheet and exert a pulling force (5). We know less about the regulation of distally located follower cells, which undergo distinct cellular modifications and require loosened cell-cell adhesion for effective migration of the wound front. Follower cells are regulated by Ephrin-B/EphB signaling, which drives both the loosening of adherens and tight junctions and the release of actomyosin tension during wound-induced epithelial migration (7). Here, we show that GRHL3, acting through a distinct mechanism, promotes loosening of adherens junctions by upregulating *Fscn1* in follower cells, which in turn decreases E-cadherin expression (Figure 8). The wound-front keratinocytes in adult *Grhl3*-cKO mice show decreased expression of *Fscn1*, increased expression of E-cadherin, increased cell-cell adhesion, abnormal architecture of the wound front, and delayed wound healing.

In embryonic wounds, GRHL3 promotes wound closure by directly upregulating RhoGEF19, a RhoA activator involved in planar cell polarity signaling in leader cells and a promoter of purse string formation (16). GRHL3 also promotes the activity of leader cells in embryonic eyelid closure (13). In barrier-disrupting adult epidermal injury, GRHL3 directly binds and suppresses immune-mediated inflammation genes and activates genes required for epidermal differentiation and barrier recovery (14), showing that GRHL3 is critical for the later stages of wound healing. We now show that GRHL3 is also important for the function of follower cells during the early reepithelialization stage in the healing of adult full-thickness wounds. Although our global gene expression and chromatin accessibility studies indicate that GRHL3 has a broad influence over the early wound response, we have focused here on GRHL3-regulated mechanisms in follower cells.

Previous studies have linked impaired wound reepithelialization to decreased cell proliferation and defective actin cytoskeleton organization in leader cells (17). Our data suggest the importance of a GRHL3/FSCN1/E-cadherin pathway for loosening of cell-cell adhesions in follower cells that promotes collective keratinocyte migration in wound closure (Figure 8). The key evidence are as follows.

First, the data show that GRHL3 activates the *Fscn1* gene in mouse and human keratinocytes in the wound front. The *Fscn1* mRNA (Figure 4I) and protein (Figure 5B) are downregulated in wound-front keratinocytes in *Grhl3*-cKO mice. Also, when GRHL3 is knocked down in migrating human keratinocytes in vitro, FSCN1 is downregulated (Figure 5D). Furthermore, analysis of our previously published GRHL3–ChIP-seq analyses from mouse embryonic epidermis (14) and migrating human keratinocytes (15) identified *Fscn1* as a direct GRHL3 target gene. Moreover, wound-induced chromatin accessibility in the *Fscn1* gene is impaired in *Grhl3*-cKO wound-front keratinocytes. *Fscn1* is also a direct target gene of the transcription factors SOX11 and SOX4 in embryonic epidermis and in wounded epidermis in adult mice (22); delayed wound reepithelialization in *Sox11* and *Sox4* gene-deleted mice is partially caused by *Fscn1* downregulation in the wounded epidermis (22).

Second, there is largely complementary expression of FSCN1 and E-cadherin in mouse (Figure 3F and Figure 5B) and human wound-front keratinocytes (Figure 5, C and D, and Figure 6C), consistent with FSCN1 downregulating E-cadherin in migrating keratinocytes. The complementary expression of FSCN1 and E-cadherin in migrating keratinocytes in vivo and in vitro is likely causally linked. Overexpression of FSCN1 in cancer cells leads to downregulation of E-cadherin and upregulation of EMT-promoting genes (25, 28, 29). In epithelial ovarian cancer cells, FSCN1 directly interacts with and increases the levels of SNAIL1, a repressor of E-cadherin expression (25). Here, we also found that knocking down *FSCN1* in migrating human keratinocytes resulted in increased E-cadherin expression at the cell membrane (Figure 5E). These studies support a causative link between FSCN1 and E-cadherin expression during epithelial cell migration.

Third, consistent with our model, we observe increased E-cadherin levels and cell-cell adhesion in wound-front keratinocytes in *Grhl3*-cKO mice (Figure 3). Furthermore, forced expression of *FSCN1* in *GRHL3*-knockdown cells mitigated the upregulation of E-cadherin (Figure 5F). Although we cannot rule out other mechanisms that could link GRHL3 to E-cadherin regulation, our data argue that GRHL3 acts, at least in part, via FSCN1 to regulate E-cadherin expression in migrating follower cells (Figure 8).

Although the GRHL3/FSCN1/E-cadherin pathway needs to be further investigated in chronic wounds, our work already suggests that it may be disrupted in conditions associated with impaired wound healing. We show an altered GRHL3 expression pattern in human chronic wounds (Figure 1). We also show that the FSCN1/E-cadherin pathway is altered in diabetic wounds, although this appears to be independent of GRHL3 (Figure 6). Therefore, abnormalities in the GRHL3/FSCN1/E-cadherin pathway could play a role in nonhealing wounds.

Work in organisms as divergent as worms, flies, and mammals suggests that Grainyhead transcription factors evolved to build and repair epithelial barriers (8, 9, 12, 30–34). Concomitant with the evolution of a complex cascade required for the repair of mammalian skin, Grainyhead factors, and GRHL3 in particular, seem to have taken on roles in multiple distinct mechanisms at different stages of wound healing. Here, we show that GRHL3 is required for collective cell migration at the early stages of adult wound healing. Previous data, mainly from normal embryonic processes and embryonic wound healing (13, 16, 30), have indicated a role for GRHL3 in leader cell mechanisms such as actin polymerization and filopodia projections. The current research shows that GRHL3 also plays a role in follower cells of the migrating wound front. Our previous work has shown a role for GRHL3 in the latest stages of wound healing, activation of terminal differentiation genes, and the repair of the barrier and suppression of inflammation (14). The ability of GRHL3 to target different genes depending on cellular context relates in part on the underlying enhancer landscape, which changes between proliferating, differentiating, and migrating keratinocyte, as shown for human keratinocytes (15). In addition, GRHL3 collaborates with different chromatin modifiers to control gene expression and chromatin conformation (35). These include the histone methyltransferase Trithorax (36) and the histone deacetylase REST (15), which mediate, respectively, GRHL3-regulated activation and repression.

## Methods

### Mice.

Mice were housed and maintained in accordance with protocols approved by the UCI’s IACUC. Transgenic mouse strains used in this study were on the C57BL/6J background: *Grhl3^ﬂ/ﬂ^*, *Krt14Cre*;*Grhl3^ﬂ/ﬂ^*, and *Grhl3*-Cre;LacZ (14). Skin-specific deletion of *Grhl3* in C57BL/6J mice was generated by crossing *Grhl3* ﬂoxed mice with Tg (KRT14-cre)1Amc/J (stock no. 004782). *Grhl3-Cre*;*LacZ* reporter mice were purchased from MMRRC. C57BL/6J-SCID mice were purchased from The Jackson Laboratory (stock no. 001913).

### Mouse excisional wounds.

Age-matched (8 weeks) *Krt14-Cre*-*WT* and *Krt14-Cre-Grhl3^fl/fl^* littermates (males and females) were used for the study. Prior to wounding, mice were anesthetized with ketamine/xylazine according to UCI’s IACUC guidelines. Dorsal back skin was shaved, and hair was removed using Nair cream. Small full-thickness wounds were created using (4 mm) biopsy punch on the shaved back skin. Wounded mice were placed on a heating pad and monitored until full recovery. For wound-closure rate, mice were anesthetized at the indicated time points, and pictures of the wounds were obtained. For BrdU-labeling experiments, mice were injected with 0.5 mg/mL of BrdU and sacrificed 3 hours after the injection. BrdU^+^ cells in the hyperproliferative epidermis and the migrating wound front were counted.

### Wound collection, histology, and IHC.

Wounded mice were euthanized, and wounded skin was collected 1, 3, 5, 7, and 10 days after wounding. For histology, wounds were dissected and fixed with 10% formalin for 48 hours at 4°C, followed by ethanol dehydration. Paraffin-embedded wounds were sectioned (8 μm thick) with a microtome. H&E staining was performed as previously described (34). For IHC, paraffin-embedded wound sections were stained following antigen-retrieval as previously described (14). Primary antibodies used were anti-βGal (ab9361, Abcam), anti-BrdU (ab6326, Abcam), and anti-GRHL3 (HPA059960-100UL, MilliporeSigma).

For immunofluorescence, fresh-frozen wound samples were embedded in OCT compound and sectioned (8 μm thick) with a cryostat. Slides were fixed in cold acetone for 10–13 minutes at room temperature (RT). After 3 washes with PBS, slides were fixed with 4% PFA for 10 minutes. Slides were then permeabilized with permeabilization buffer (Triton X in PBS) for 10–15 minutes and blocked with blocking buffer (1× PBS+ 2%BSA) for 1 hour. For primary antibody, slides were incubated with anti–E-cadherin (24E10, Cell Signaling Technology), anti-FSCN1 (HPA005723, MilliporeSigma), anti-CLDN1 (ab15098, Abcam), anti-GRHL3 (HPA059960-100UL, MilliporeSigma), and anti-KRT17 (D12E5, Cell Signaling Technology) overnight at 4°C. After several washes with PBS, slides were incubated with secondary antibody (Alexa Fluor 488/ Alexa Fluor 594) for 1 hour at RT in the dark. Stained slides were mounted with a mounting DAPI solution for nuclear staining. Slides were imaged with a Keyence BZ-X710 all-in-one fluorescence microscope.

For Masson’s trichrome staining, paraffin-embedded wound sections (8 μm thick) were de-paraffinized, hydrated, and stained with Trichrome Stain Kit (HT15-1KT, MilliporeSigma). For Collagen Index measurements in wound skin tissues, ImageJ software was used (NIH).

### TEM and toluidine blue staining.

Wound tissues were fixed in 0.25% glutaraldehyde for 1–2 days. Samples were washed with cacodylate buffer, postfixed with 1% osmium tetroxide, dehydrated through several ethanol series, and embedded in resin. Sections (1 nm) were contrasted with uranyl acetate and lead citrate, and they were examined on FEI TECNAI SPIRIT transmission electron microscope. Thin (100 nm) resin embedded sections were stained with Toluidine blue as previously described (37).

### Human wound samples.

Punch biopsies of healing and nonhealing wounds were collected for clinical purposes under UCI standard medical care. Samples were deidentified prior to use. Paraffin embedded samples were sectioned (8 μm) for histological analysis.

### Human acute wound model.

Human grafts (collected from facial, chest, and abdominal skin) are discarded surgical tissues that were deidentified prior to collection and use. All dissections and collections were done in fresh, cold 1× PBS. S.c. fat and fascia were removed, and dermis was trimmed from lower dermal fat. Tissues were rinsed again in 1× PBS and grafted onto a 1 cm^2^ excision in the back skin of immunodeficient mice (C57BL/6J-SCID). Xenografted skin were left to heal for 30 days prior to wounding. Full-thickness wounds were created using biopsy punch (2 mm). Wound tissue was collected 3 days after wounding and embedded in OCT for immunofluorescence analysis. 

### Diabetic mouse wound model.

Adult C57BL/6J mice (males and females) were fed high-fat diet (HFD) for 3 months. Fasting blood glucose was measured using a blood glucose monitor (OneTouch-Verio glucose meter) before wounding. Diabetic mice (fasting blood glucose > 200 mg/dL) were anesthetized with ketamine/xyline according to according to UCI’s IACUC guidelines. Small full-thickness wounds were created using (4 mm) biopsy punch on the shaved back skin as described above. Wound tissue was collected 3 days after wounding and embedded in OCT for immunofluorescence analysis.

### Protein extraction and Western blotting.

Wound margins (1 mm) were collected and snap-frozen in liquid nitrogen. Following tissue grinding, samples were lysed in RIPA lysis buffer (Bio-Rad) and spun for 15 minutes at 4°C. Supernatant was collected and purified using MilliporeSigma purifying columns. Protein concentration was determined using a Bradford assay (Bio-Rad). Equal amount of protein samples (50 μg/mL) were separated by SDS-page and transferred to nitrocellulose membranes. Blots were blocked with 5% nonfat milk in TBST for 1 hour at RT. Following blocking, blots were incubated with anti–E-cadherin (24E10, Cell Signaling Technology) and anti-GAPDH (D16H11, Cell Signaling Technology) antibodies at 4°C overnight. After 3 washes with TBST, blots were incubated with secondary antibody (HRP, 1:1000) for 1 hour at RT. Bands were developed by adding 1 mL of Westfemto Illuminata (Bio-Rad) and imaged using Genesys. Band intensities were measured using ImageJ software. E-cadherin band measurements were normalized to GAPDH.

### Cell transfection and in vitro scratch assay.

HaCaT cells were cultured in 24-well plates and 8 mm glass chambers in Keratinocytes-SFM media (Thermo Fisher Scientific). Lipofectamine RNAi Max (Invitrogen) in OptiMEM medium was used for transfections. Confluent cells were transfected with 30 nM of siRNA: scrambled siRNA (siRNA_ID: D-001810-10-05, Dharmacon), Grhl3 siRNA (siRNA_ID: L-014017-02, Dharmacon), *FSCN1* siRNA (siRNA_ID: s13207, Invitrogen), and *pRP-EGFP-hFSCN1* plasmid (500 ng of total DNA; Vector_ID:vb201205-1001gxv, Vector Builder). Transient transfection using lipofectamine 2000 was performed as previously described (15). Transfection media was replaced after 15–20 hours, and a scratch was made with a pipet tip in the center of the well. Cells were fixed after 12–15 hours with cold methanol and 4% PFA for immunofluorescence analysis. Two independent experiments were conducted, with 3–4 technical replicates per condition.

### qPCR.

Epidermal cells were isolated from the wound margin 3 days after wounding from WT and *Grhl3*-cKO mice. RNA was extracted using Direct-zol RNA Miniprep Kits (Zymogen). cDNA synthesis was prepared using iScript cDNA Synthesis Kit (Bio-Rad). qPCR reaction was prepared using SsoFast for Probes and SsoFast EvaGreen (Bio-Rad). Primers sequences of *Grhl3* (Forward, 5′-CCCCTGAGCAGT TGGAAT A-3′; Reverse, 5′-TGG CCACACTGACAAGAG-3′), *Cdh1* (Forward, 5′-GGTCATCAGTGTGCTCACCTCT-3′; Reverse, 5′-GCTGTTGTGCTCAAGCCTTCAC-3′), *ArhGef19* (Forward, 5′-GAGGTCAAGAGCACCAGTGAGA-3′; Reverse, 5′-GTTGGTGACGTAAGGCAGGTAG-3′), and mouse GAPDH (purchased from Applied Biosystems). RT-PCR was performed using master mixes in CFX384 Real-Time PCR.

### Flow cytometry and FACS.

Wound margins (1 mm margins) and distal unwounded skin were collected, s.c. fat was removed with a scalpel, and tissues were placed epidermis facing up on 0.25% trypsin-EDTA (Thermo Fisher Scientific) at 37°C for 2 hours on a shaker. Scraped epidermis was diced in 2 mL of media (Epilife). Cell suspension was filtered through 70 μm followed by 40 μm cell strainers. Single cells were washed with Red-cell lysis buffer followed by PBS, before being blocked with FACS buffer (1%–2% BSA in PBS) for 5 minutes on ice. Fluorophore-conjugated antibodies: CD49F-PE (Bioscience, 12-0495-82), CD45-APC (Bioscience, 17-0451-82), CD31-APC (Bioscience, 17-0311-82), and TER119-APC (Bioscience, 48-5921-82) were added and incubated in the dark for 30 minutes on ice. Isotype controls of the indicated fluorophore were used as staining controls. Stained cells were suspended in 400 μL of DAPI/FACS buffer and filtered through 40 μm strainer before sorting. Samples were processed using BD LSR II flow cytometer and sorted into 350 μL RLT-BME lysis buffer (Qiagen). RNA extraction was performed using Microelute RNA kit (Qiagen). RNA quality was assessed using Agilent Bioanalyzer, and concentration was measured by PicoChip. Samples with high RIN score >8 were used for sequencing.

### RNA-sequencing and analysis.

Sequencing libraries (Single-Read-100) were prepared at UCI’s GHTF facility using Illumina ClonTech mRNA sample preparation kit. Libraries were sequenced on Illumina HiSeq 4000 (50 million reads per sample). Sequencing quality of sequencing data (FastQ files) was determined using FASTQC. Reads were aligned to the mouse genome (mm10 build) using Kallisto version 0.46.2. A list of differentially expressed genes was generated using EdgeR version 3.24.3 in R version 3.5.2. GO was generated using DAVID. HOMER and MEME were used to identify de novo motifs and enriched GRHL3 motifs in candidate genes, respectively.

### ATAC-seq.

Keratinocytes (100,000 cells/sample) from 1 mm wound margins or unwounded skin were sorted into 300 μL of FACS buffer. Cells were spun at 500*g* for 5 minutes at 4°C and were then washed with cold 1× PBS. In total, 50 μL of cold lysis buffer (10 mM Tris hydrochloride, 3 mM MgCl_2_, 10 mM NaCl, 0.1%MgCl_2_, 10% NP-40; MilliporeSigma) was added to pelleted cells and pipetted up and down to resuspend cells, followed by centrifugation at 500*g* for 10 minutes at 4°C. The supernatant was discarded and 50 μL of transposition mix (2× Tagment DNA Buffer, Tn5 Transposase in nuclease-free H_2_O) was added to the cell pellet and incubated for 30 minutes at 37°C. Following transposition, DNA was isolated using (Qiagen MinElute Reaction Cleanup kit). DNA was eluted in 10 μL of Elution Buffer (catalog 28206). DNA quality was determined using High-Sensitivity DNA assay and PCR amplification. Library generation (Paired-end sequencing of 100 bp DNA fragments) was performed using (Illumina sample preparation kit) and then sequenced on Illumina HiSeq 4000 (>70 million reads per sample). Quality profiling was performed on sequencing files using FASTQC version 0.11.9. Adaptors were removed and sequencing were trimmed using Trimmomatic version 0.39 (a flexible trimmer for Illumina Sequence Data. Bioinformatics, btu170.). Properly paired reads were then aligned with mouse mm10 genome using bowtie2 version 2.2.5 with the “very sensitive” parameter (38). MACS2 version 2.1.4 was used for peak calling and differential peak calling under standard conditions with a sequencing tag size of 100. Bigwig files were generated with UCSC-bedgraphtobigwig version 366 and were visualized using IGV version 2.6.2. Custom scripts were built in R version 3.5.2 to create circos plots using the R package circlize. Samtools version 1.9 and Bedtools version 2.29.2 were used for various processing and to compare peaks between samples to find unique and shared peaks (39). MEME CentriMo was used under standard conditions for motif identification using an established GRHL3 motif.

### Data and software availability.

All data sets have been deposited in the National Center for Biotechnology Information/Gene Expression Omnibus (GEO) under accession GSE172161.

### Statistics.

One-way ANOVA and unpaired 2-tailed Students’ *t* tests were performed in GraphPad Prism 6.0 software. Data are expressed as mean ± SEM, and *P* values were reported such that *P < 0.05 and **P < 0.005.

### Study approval.

This work was conducted with approval of the UCI Human Research Protections Program. Mice were housed and maintained in accordance with protocols approved by the UCI’s IACUC. All mouse experiments in this study were preformed under UCI’s IACUC guidelines and approval.

## Author contributions

GK and BA conceived the overall project. GK, SR, BP, and AB performed and analyzed experiments. SV and RHK performed bioinformatic analysis. APT and PHW generated and analyzed diabetic mouse models. RR and MVP generated and analyzed mice with human xenografts. PHW, MVP, BA, and GK analyzed data. GK wrote the manuscript with editorial input from all other authors.

## Supplementary Material

Supplemental data

Supplemental table 1

## Figures and Tables

**Figure 1:**
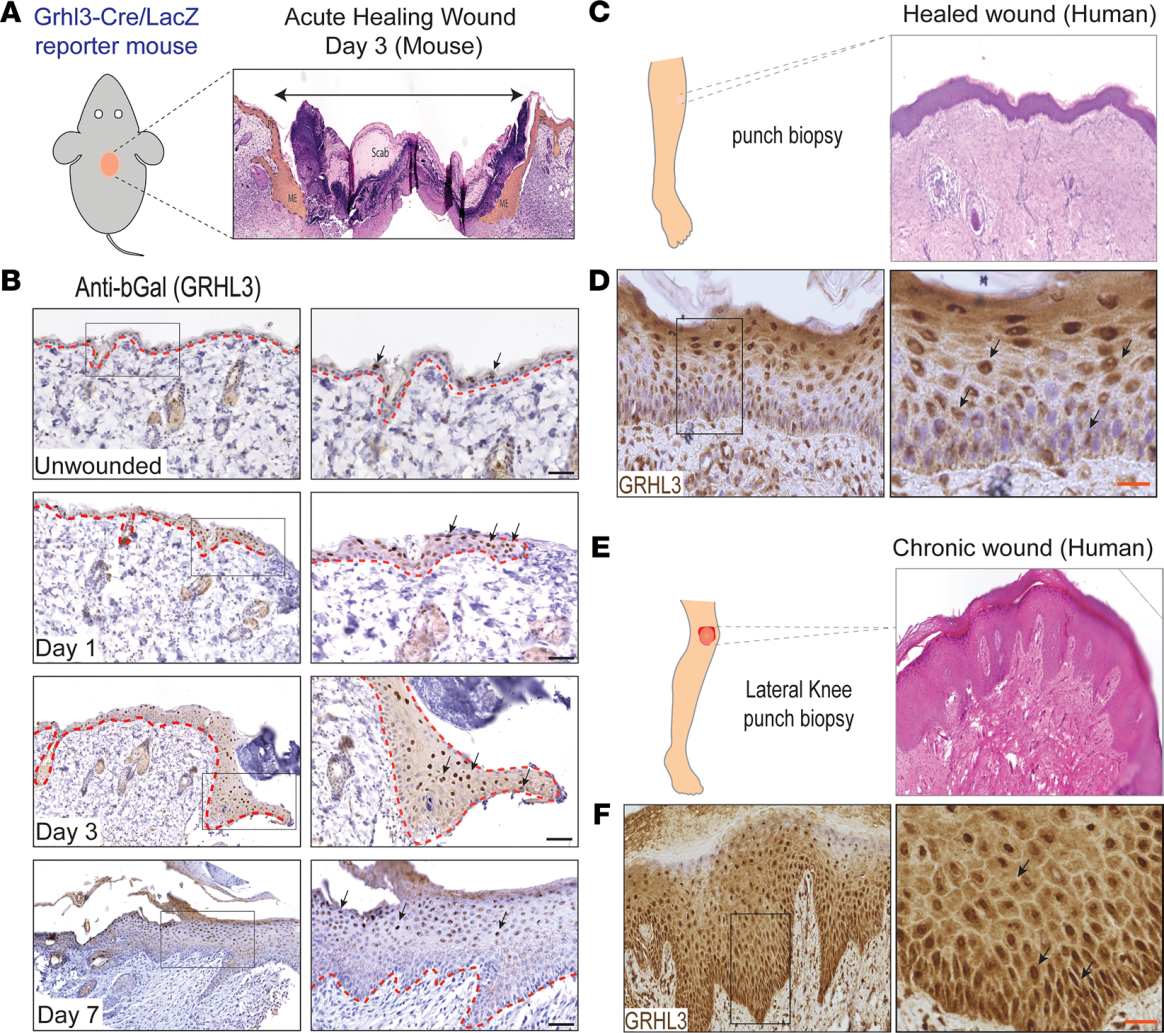
GRHL3 is upregulated in wound-front keratinocytes of acute wounds, and its expression is altered in human chronic wounds. (**A**) Schematic representation of the full-thickness mouse wound model for expression studies, showing mice reporting *Grhl3* expression with βGal (LacZ) expression (left panel). A wound showing location of the proliferating epidermis (PE), the migrating wound-front epidermis (ME), and a scab overlying the wound (right panel). (**B**) IHC localization of GRHL3 expression (anti-βGal antibody) in mouse skin sections at 0, 1, 3, and 7 days after wounding. Right panels show higher magnifications of the indicated areas in the black boxes. Scale bar: 60 μm. Black arrows point to the nuclear expression of GRHL3 in keratinocytes. (**C**) Schematic representation of a biopsy from a healing human wound (left panel). H&E staining of a healing human wound (right panel). (**D**) IHC staining for GRHL3 (anti-GRHL3 antibody) in a healing human wound. Right panel shows higher magnification of the indicated area in the black box. Black arrows point to the nuclear expression of GRHL3 in suprabasal cells in reepithelized human epidermis. Scale bar: 36 μm. (**E**) Schematic representation of a biopsy collected from a human chronic nonhealing wound (left panel). H&E staining of a human chronic nonhealing wound (right panel). (**F**) IHC staining for GRHL3 (anti-GRHL3 antibody) in a human chronic nonhealing wound. Right panel shows higher magnification of the indicated area in the black box. Black arrows point to the increased expression of GRHL3 in the deeper part of the chronic wound epidermis. Scale bar: 36 μm.

**Figure 2:**
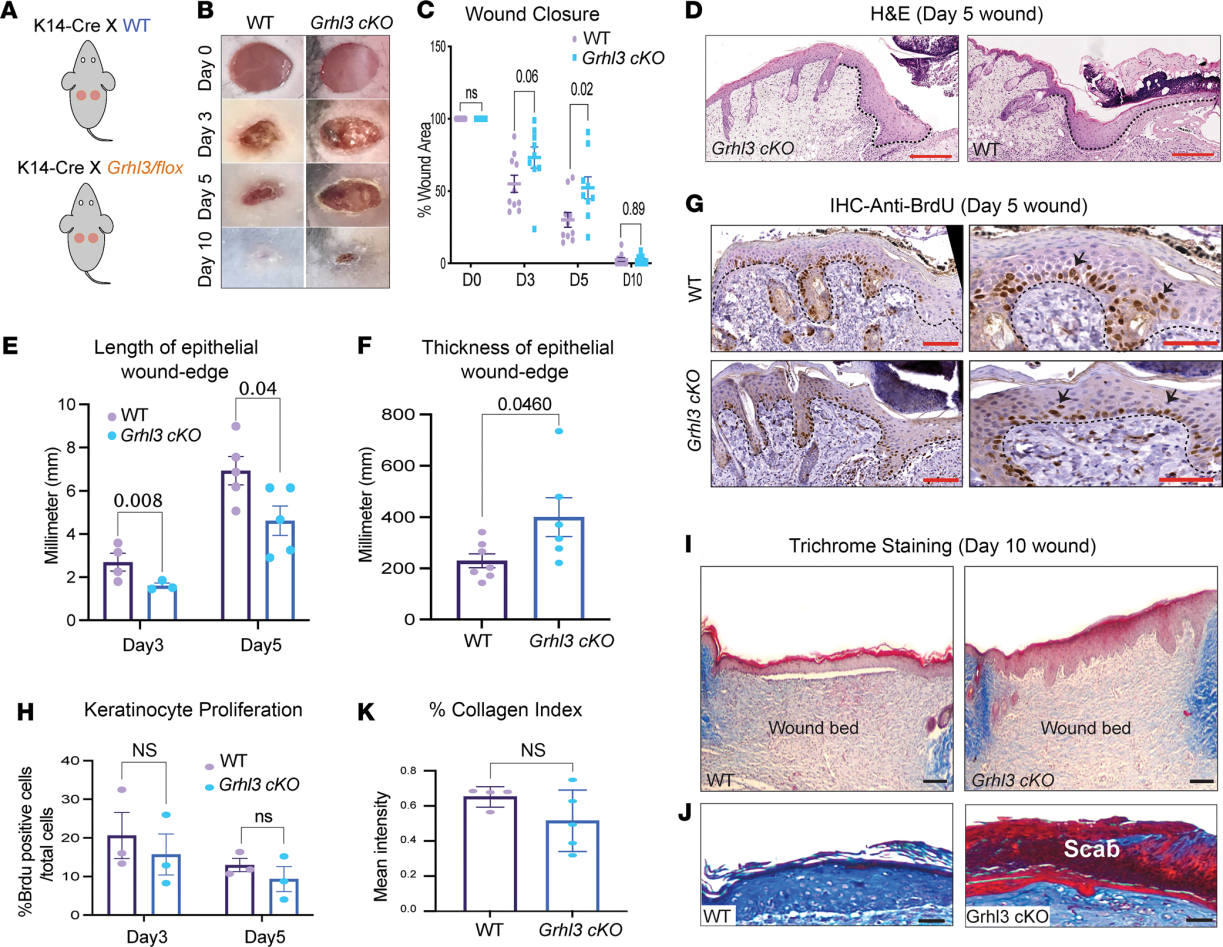
GRHL3 is required for proper architecture and function of the collectively migrating wound front. (**A**) Schematic representation of the full-thickness mouse wound model for healing studies. (**B**) Macroscopic images of full-thickness wounds at the indicated times after wounding in WT and *Grhl3*-cKO mice. (**C**) Wound size over time in WT and *Grhl3*-cKO mice (*n* = 5/genotype). (**D**) H&E staining of wound sections 5 days after wounding in WT and *Grhl3*-cKO mice. Dashed lines indicate the basal wound epithelium. Scale bar: 65 μm. (**E**) The length of the migrating epithelial wound front 3 and 5 days after wounding in WT and *Grhl3*-cKO mice (*n* = 3–5/genotype). (**F**) The thickness of the migrating epithelial wound front 5 days after wounding in WT and *Grhl3*-cKO mice (*n* = 3–5/genotype). (**G**) IHC staining with anti-BrdU antibody in wound sections 5 days after wounding in WT and *Grhl3*-cKO mice. Right panels show higher magnifications of the wounded epidermis. Dashed lines indicate the basal epithelium. Scale bar: 33 μm. Black arrows indicate BrdU^+^ cells. (**H**) Percentage of BrdU^+^ cells in the wound-front epidermis at days 3 and 5 after wounding in WT and *Grhl3*-cKO mice (*n* = 3–5/genotype). (**I**) Masson’s trichrome staining of wound sections 10 days after wounding in WT and *Grhl3*-cKO mice. Scale bar: 80 μm. (**K**) Percentage of measured collagen index in the wound bed 10 days after wounding in WT and *Grhl3*-cKO mice (*n* = 3/genotype). (**J**) Higher magnification images of Masson’s trichrome staining in day 10 wound sections. Note the attachment of a scab to the wounded epidermis in *Grhl3*-cKO mice. Scale bar: 40 μm. Statistical significance was determined using 1-way ANOVA (**C**, **E**, and **H**) and Student’s *t* test (**F** and **K**). Data are presented as mean ± SEM.

**Figure 3:**
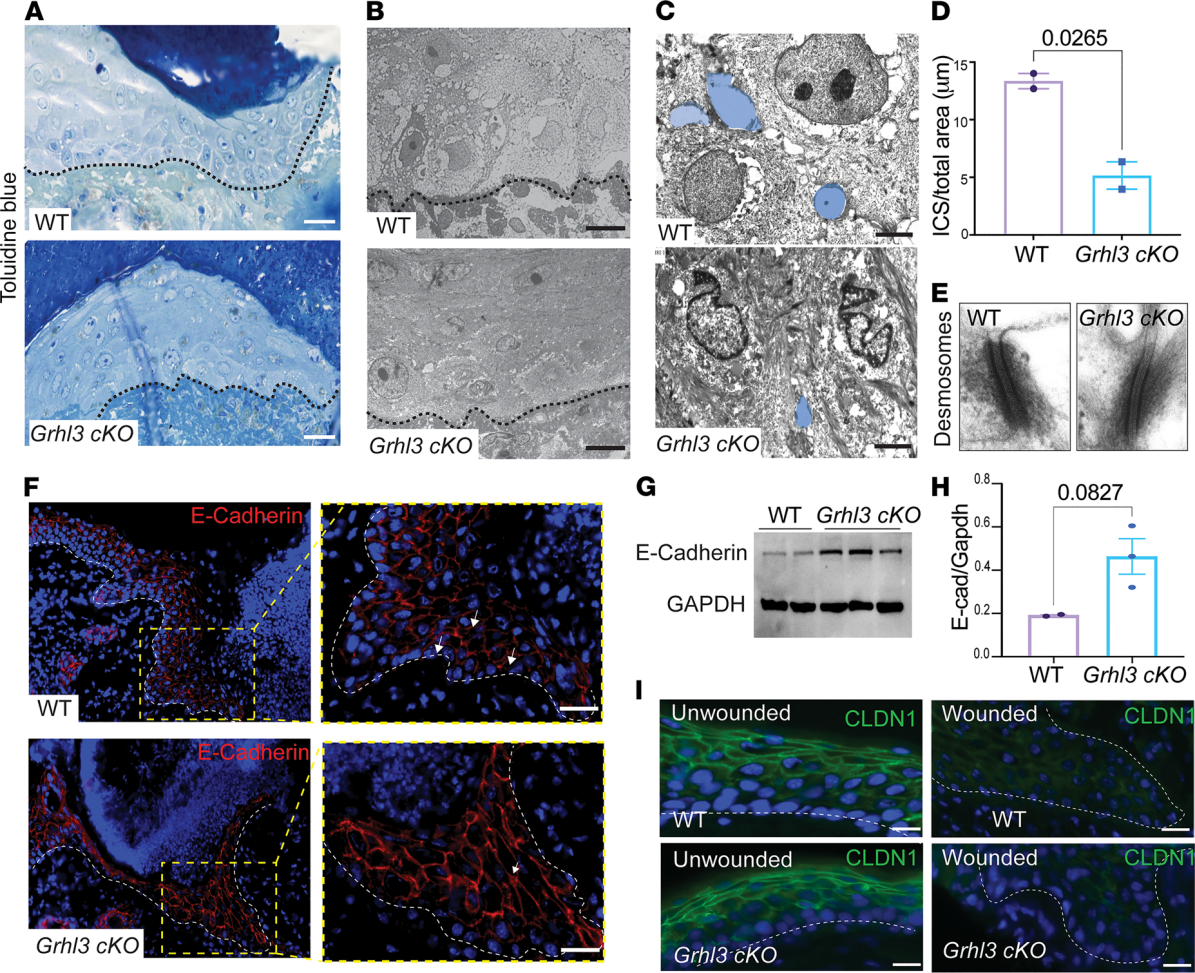
GRHL3 mediates decreased E-cadherin expression and loosening of cell-cell adhesion in the migrating wound front. (**A**) Toluidine blue staining of resin embedded semi-thin (100 nm) wound sections at day 3 after wounding. Dotted lines indicate the basis of the migrating wound epithelium. Scale bar: 36 μm. (**B**) Transmission electron microscopy (TEM) of the wound front at day 3 in WT and *Grhl3*-cKO mice. Dotted lines indicate the basement membrane. Scale bar: 10 μm. (**C**) Higher-magnification TEM images showing individual cells at the wound front in WT and *Grhl3*-cKO mice 3 days after wounding. Scale bar: 2 μm. Light blue filling indicates the intercellular spaces between 2 migrating keratinocytes at the wound front. (**D**) The area covered by intercellular spaces (data are presented as mean ± SD) between migrating keratinocytes at the wound front in **C** (*n* = 2/genotype). (**E**) Higher-magnification TEM images showing desmosomal junctions between migrating keratinocytes at the wound front in WT and *Grhl3*-cKO mice. Scale bar: 100 nm. (**F**) Immunofluorescence analysis of E-cadherin (anti–E-cadherin) in day 3 wound sections collected from WT and *Grhl3*-cKO mice. Dotted lines indicate the basis of the wound front epithelium. Right panels show higher magnification of migrating keratinocytes at the wound front. Arrows show cell surface expression of E-cadherin in WT mice and increased accumulation of E-cadherin in *Grhl3*-cKO mice. Scale bar: 30 μm. (**G**) Western blot analysis of E-cadherin protein and loading control (GAPDH) in lysates isolated from wound margins at day 3 in WT and *Grhl3*-cKO mice (*n* = 2–3/genotype). (**H**) Quantifications of Western blot band intensity (data are the mean ± SEM) of E-cadherin and GAPDH proteins in **G**. (**I**) Immunofluorescence analysis of Claudin-1 (anti-CLDN1) expression in day 3 wound sections collected from WT and *Grhl3*-cKO mice. Scale bar: 33 μm. Dotted lines indicate the basis of the wound epithelium (left) and the basement membrane of the unwounded epidermis (right). Statistical significance was determined using Student’s *t* test (*P < 0.05).

**Figure 4:**
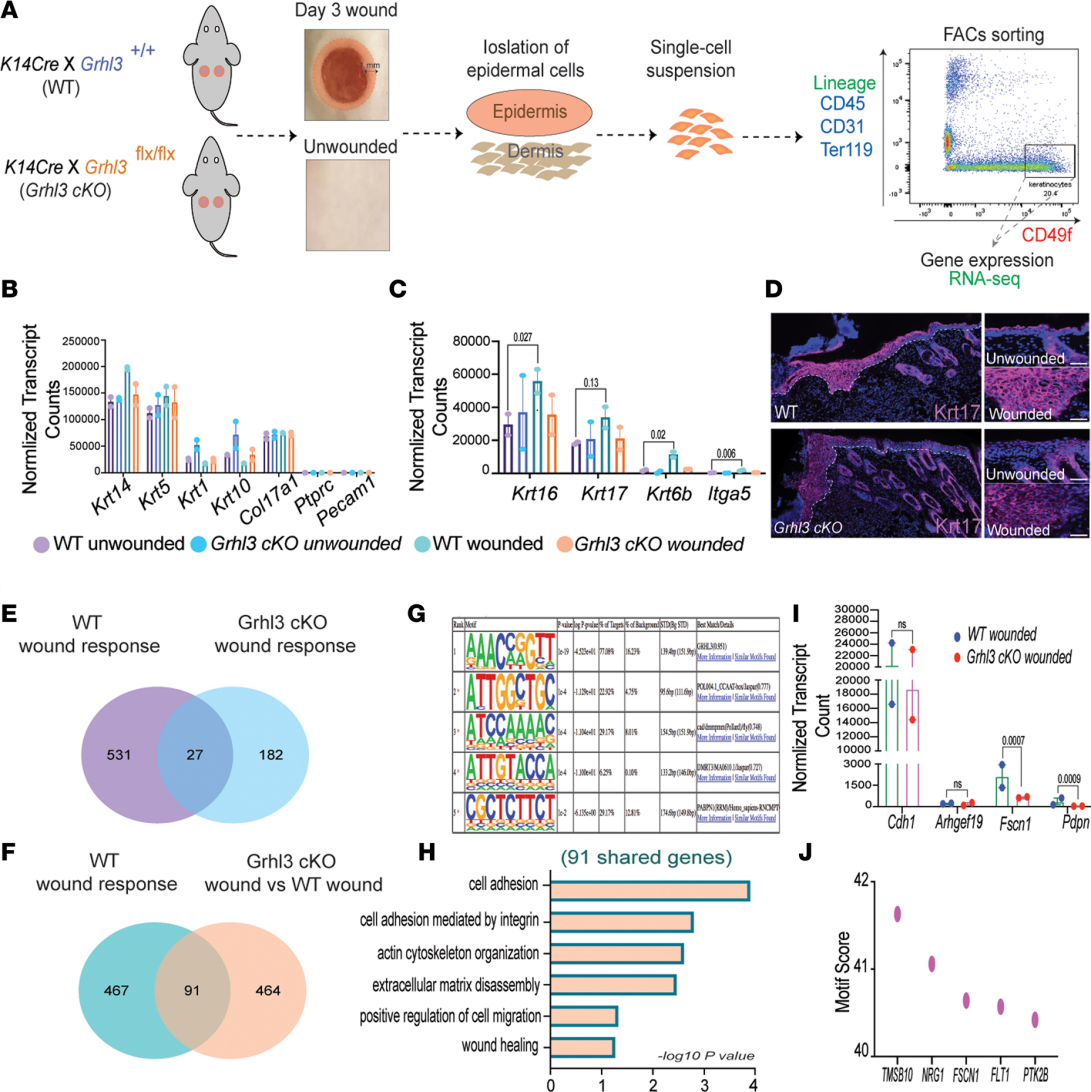
GRHL3 regulates the expression of factors that modulate E-cadherin levels and cell-cell adhesion in the wound front. (**A**) Schematic representation of wound-front keratinocyte isolation at day 3 from WT and *Grhl3*-cKO mice (*n* = 2/genotype). (**B**) Normalized mRNA expression (reads per kilobase of transcript, per million mapped reads [RPKM]) of keratinocyte and nonkeratinocyte markers (mean ± SEM). (**C**) Normalized mRNA expression (RPKM) of wound markers (mean ± SEM). (**D**) Immunofluorescence analysis of Keratin-17 (anti-Krt17) expression in wound sections from WT and *Grhl3*-cKO mice. Dotted lines indicate the epidermis-dermis junctions. Side panels show higher magnification of Krt17 expression in unwounded and wounded epidermis. Scale bar: 45 μm. (**E**) Venn diagrams depicting the overlap of genes that are differentially expressed in the WT wound response (WT wounded versus unwounded) and the genes that are differentially expressed in the *Grhl3*-cKO wounds response (*Grhl3*-cKO** wounded versus unwounded). (**F**) Venn diagrams depicting the overlap of genes that are differentially expressed in WT wound response (WT wounded versus unwounded) and the genes that are differentially expressed in *Grhl3*-cKO wounds (*Grhl3*-cKO** wounded versus WT wounded). (**G**) Motif analysis on overlapped genes (91 genes from **F**) that are differentially expressed in the WT wound response and *Grhl3*-cKO wounds. (**H**) Gene ontology of differentially expressed genes (91 overlapped genes from **F**) in the WT wound response and *Grhl3*-cKO wounds. (**I**) Normalized mRNA expression (RPKM; mean ± SEM) of genes associated with cell adhesion and E-cadherin regulation in wounded keratinocytes in WT and *Grhl3*-cKO mice 3 days after wounding (*n* = 2/genotype). (**J**) Selected differentially expressed genes in *Grhl3*-cKO wounded keratinocytes with high GRHL3 motif score. Statistical significance was determined using Kallisto (*P < 0.05).

**Figure 5:**
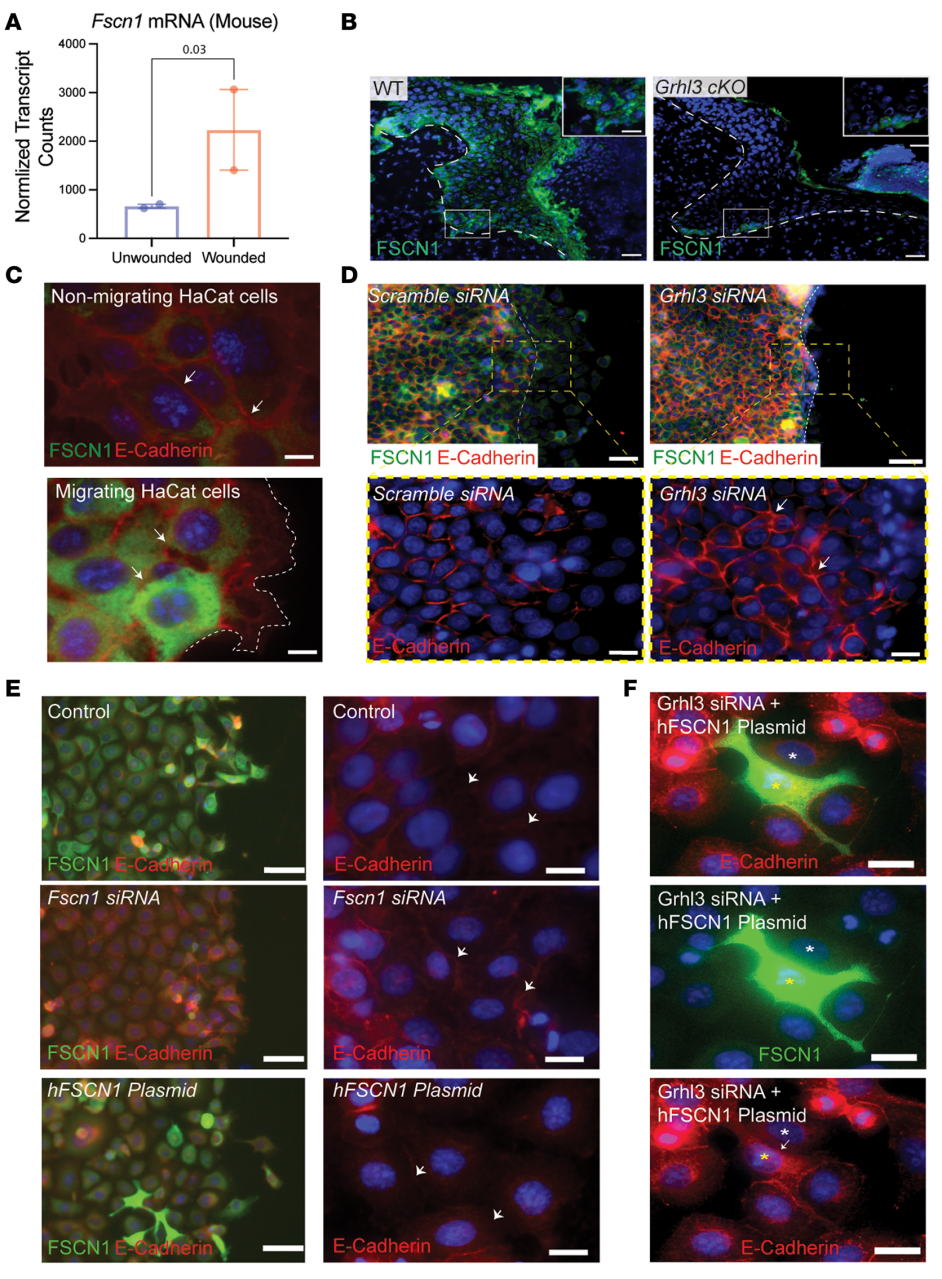
GRHL3 upregulates FSCN1 in migrating wound-front keratinocytes. (**A**) Normalized *Fscn1* mRNA expression (RPKM; mean ± SEM) in unwounded and wounded keratinocytes in WT mice 3 days after wounding (*P < 0.05). (**B**) Immunofluorescence analysis of FSCN1 (anti-FSCN1) expression in day 3 wound sections in WT and *Grhl3*-cKO mice. Dashed lines indicate the basis of the wound front. White boxes indicate the areas that are magnified on the top right. Scale bar: 40 μm. (**C**) Immunofluorescence analysis of FSCN1 (green), E-cadherin (red), and DAPI (blue) in nonmigrating and migrating HaCaT cells 12 hours after scratch. Scale bar: 10 μm. White arrows point to E-cadherin expression. Dashed lines indicate the leading front (right panel). (**D**) Immunofluorescence analysis of FSCN1 (green), E-cadherin (red), and DAPI (blue) in migrating HaCaT cells at the leading edge in cells transfected with scramble siRNAs (upper) and *Grhl3* siRNAs (lower). Dashed lines indicate the original scratch area. Scale bar: 150 μm. Higher magnification of the area in the demarcated boxes (left panels) showing immunofluorescence staining of E-cadherin (red) and DAPI (blue) in migrating HaCaT cells transfected with scramble siRNAs and *Grhl3* siRNAs (right panels). Scale bar: 30 μm. (**E**) Immunofluorescence staining of *FSCN1* (left column) and E-cadherin (right column) in migrating HaCaT cells transfected with scramble siRNAs (control), *FSCN1* siRNAs, and h*Fscn1(*pRP-EGFP-hFSCN1). Scale bars: 30 μm (left) and 10 μm (right). White arrows point to E-cadherin expression at the cell membrane. (**F**) Immunofluorescence analysis of FSCN1 (green), E-cadherin (red), and DAPI (blue) in HaCaT cells transfected with *GRHL3* siRNAs and *pRP-EGFP-hFSCN1* plasmid. The white asterisk indicates a HaCaT cell with high FSCN1 expression. The yellow asterisk indicates a HaCaT cell with low FSCN1 expression. The white arrow points to the absent E-cadherin protein at the cell membrane. The yellow arrow points to E-cadherin at the cell membrane. Scale bar: 10 μm.

**Figure 6:**
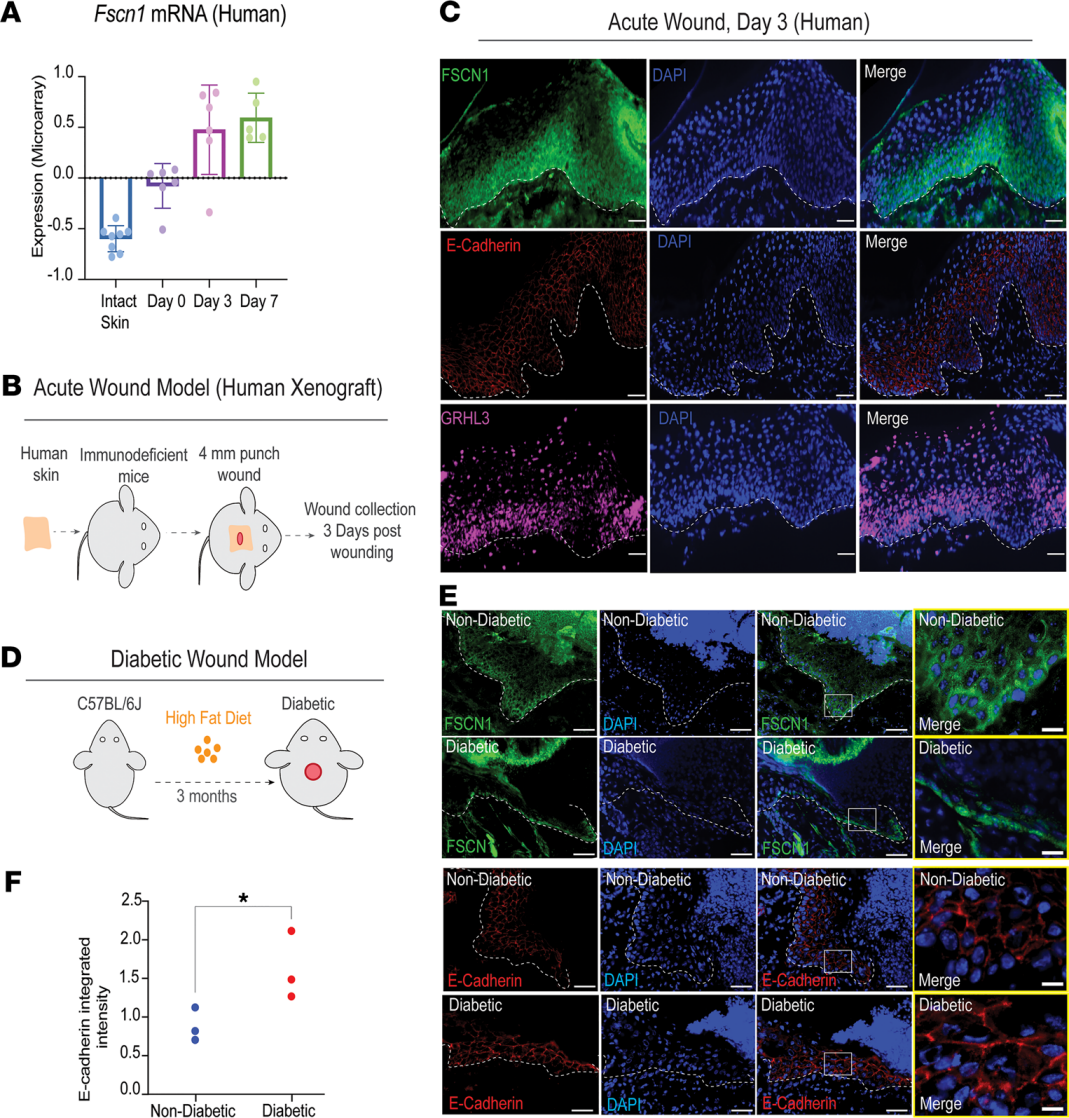
The GRHL3/FSCN1/E-cadherin pathway is activated in acute human wounds and impaired in diabetic mouse wounds. (**A**) *FSCN1* mRNA expression (mean ± SEM) in acute human wounds at the indicated times after wounding. (**B**) Schematic representation of the acute wound model using human skin xenografts (*n* = 3). (**C**) Immunofluorescence analysis of FSCN1 (green), E-cadherin (red), and GRHL3 (magenta) in human wounds at day 3 after wounding. Dashed lines indicate the basis of the migrating epithelium in the wound front. Scale bar: 70 μm. (**D**) Schematic representation of the mouse diabetic wound model (*n* = 3). (**E**) Immunofluorescence analysis of FSCN1 (green), E-cadherin (red), and DAPI (blue) in nondiabetic and diabetic mice at day 3 after wounding. Scale bar: 200 μm. Dashed lines indicate the basis of the migrating epithelium in the wound front. White boxes indicate the area of magnified images (rightmost panel). Scale bar: 45 μm. (**F**) Integrated intensity of E-cadherin staining in nondiabetic and diabetic wound sections (*n* = 3). Statistical significance was determined using Student’s t test (*P < 0.05).

**Figure 7:**
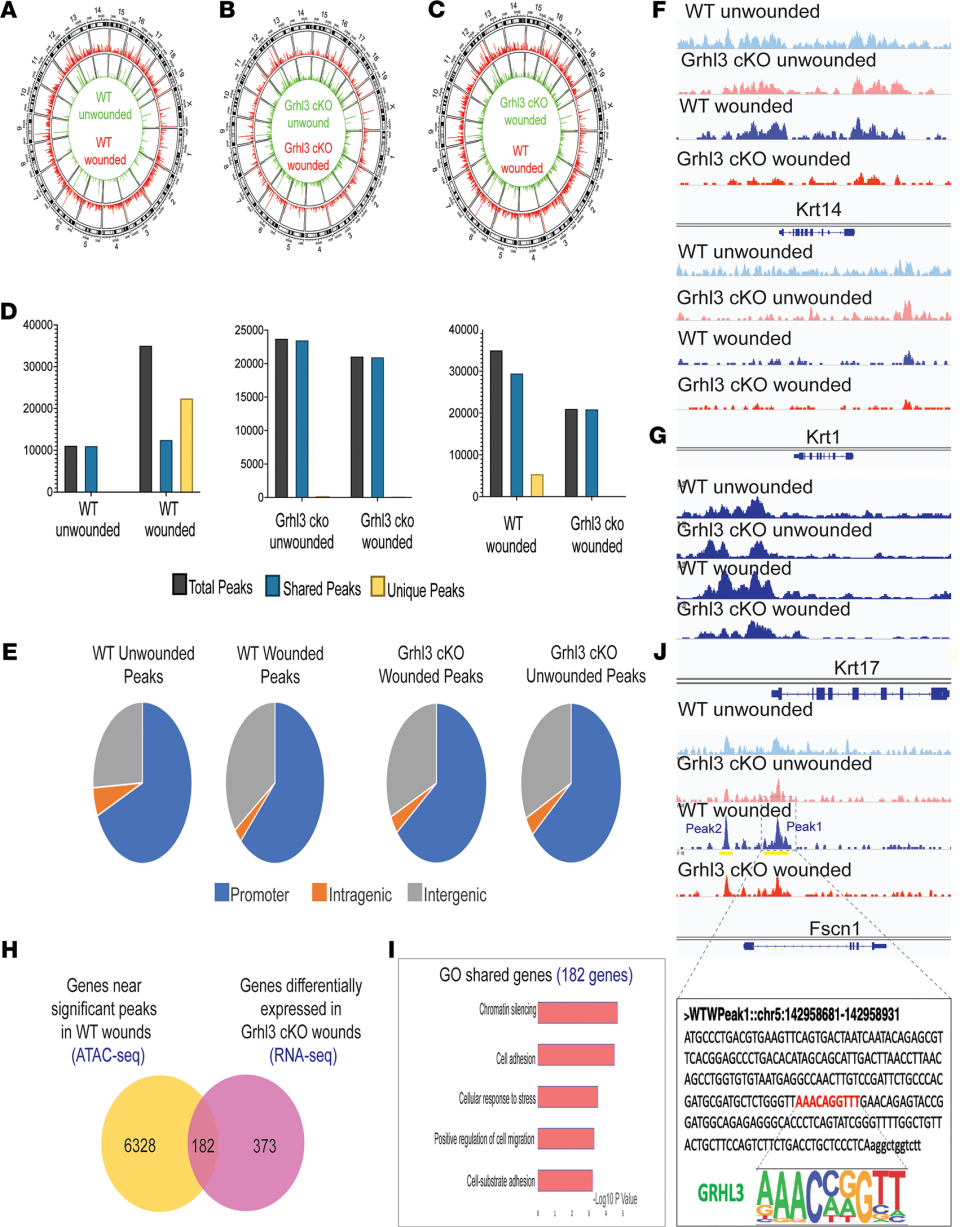
GRHL3 is required for global chromatin changes in response to wounding, and it directly regulates *Fscn1* in wound-front keratinocytes. (**A**–**C**) Landscape of chromatin accessibility from ATAC-seq analysis in unwounded and day-3 wounded keratinocytes in WT mice (**A**), unwounded and day-3 wounded keratinocytes in *Grhl3*-cKO mice (**B**), and day-3 wounded keratinocytes in *Grhl3*-cKO and WT mice (**C**). (**D**) Normalized number of total, shared, and unique peaks identified in unwounded and day 3 wounded keratinocytes in WT and *Grhl3*-cKO mice (*n* = 1 sample/condition; 4 wounds from 2 mice were pooled per condition per sample). (**E**) Genomic distribution of ATAC-seq peaks in unwounded and day 3 wounded keratinocytes in WT and *Grhl3*-cKO mice. (**F**) Sequencing tracks showing ATAC-seq peaks in keratin marker genes (*Krt14* and *Krt1*) in keratinocytes in unwounded and day 3 wounded keratinocytes in WT and *Grhl3*-cKO mice. (**G**) Sequencing tracks showing ATAC-seq peaks in a wound-response gene (*Krt17*) in keratinocytes in unwounded and day 3 wounded keratinocytes in WT and *Grhl3*-cKO mice. Dashed boxes and yellow lines indicate 2 markedly gained peaks in the *Krt17* gene in WT after wounding. (**H**) Venn diagram showing overlap between genes near significant ATAC-seq peaks (*P* < 0.05) in wounded keratinocytes in WT mice with genes that are differentially expressed by RNA-seq in wounded keratinocytes in *Grhl3*-cKO versus WT mice. (**I**) Gene ontology of overlapped genes (182) in **H**. (**J**) Sequencing tracks showing ATAC-seq peaks in the *Fscn1* gene in unwounded and wounded keratinocytes in WT and *Grhl3*-cKO mice. Boxed area shows one of the gained peaks (peak 1) on the *Fscn1* gene in WT mice after wounding; it also shows decrease in (peak 1) in *Grhl3*-cKO mice after wounding. Bottom panel shows a GRHL3 binding motif found in peak 1 in *Fscn1* gene.

**Figure 8:**
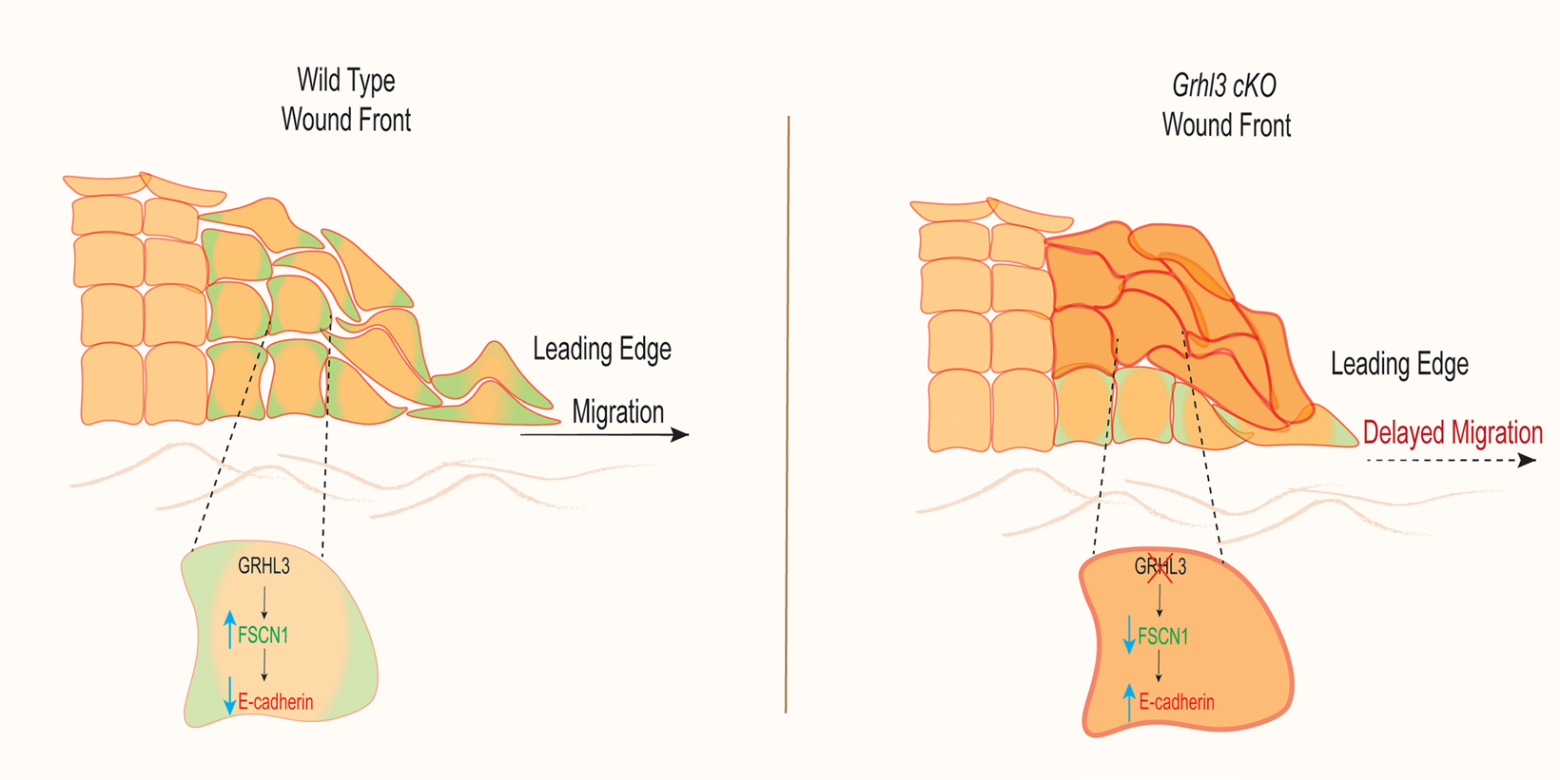
The GRHL3/FSCN1/E-cadherin pathway during wound-front keratinocyte migration. Schematic representation of the GRHL3/FSCN1/E-cadherin pathway in wound-induced keratinocyte migration. During acute wound reepithelialization, GRHL3 activates the expression of *Fscn1* in migrating follower cells, resulting in downregulation of E-cadherin and loosening of cell-cell adhesions, which is required for effective migration (left panel). In the absence of GRHL3, *Fscn1* is downregulated in follower cells, resulting in upregulation of E-cadherin and increased cell-cell adhesions, in turn slowing migration (right panel) and causing abnormal wound-front architecture.

How the deposited data were processed for this re-analysis (not part of the article)

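The authors deposited RNA-seq values as whole-number read counts per gene symbol, without normalization, for 7 libraries. The last entries of each table, which tally reads not counted on a gene, were left out of library sizes and tests. Counts were normalized with edgeR's TMM method, genes were kept by edgeR's filterByExpr, and 1 fit of all 7 libraries in 4 groups gave the WT wounded against WT unwounded and the *Grhl3*-cKO wounded against WT wounded comparisons by the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. The *Grhl3*-cKO wounded against unwounded comparison has 1 unwounded library, so it was described by a 2-fold rule with no test. Group labels are those of the samples.

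For ATAC-seq the authors deposited, for each peak, a fold enrichment over the local background. They also deposited a −log10 p-value and a −log10 q-value per peak, and a deposited whole-number score, which was not used. Overlaps were counted with bedtools on 1 pooled library per condition. Promoters were taken from the basic set of the GENCODE vM21 annotation of mm10, and genes from the same annotation. Shares carry Wilson 95% intervals. The overlap between genes near peaks and genes from RNA-seq was set against 10000 random lists matched on mean expression.

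The genes named in the text were fixed by a rule, apart from *Xist* and *Pmepa1*, which were chosen after their values were seen. Those fixed by the rule are every gene the paper names for its RNA-seq or ATAC-seq results, and for each comparison of 2 libraries against 2 the 3 genes with the largest rise and the 3 with the largest fall. These were taken among genes with an adjusted p under 0.05, or, if fewer than 10 genes passed, among the 10 with the smallest P, whose groups do not overlap and whose mean log2 CPM is at least 1. The gene with the highest mean count in each marker list was added. The rule, the tests of the comparisons and of the marker lists, the lists and the alternatives were set before the data were examined, apart from 1 alternative, without genes on chromosomes X and Y, chosen after seeing the data. The marker lists were written after the paper's supplementary gene lists had been read. Those come from the study's own samples, so the marker list tests are not fully independent of these data. Tests of explanations were in part chosen later, as stated where they are given.

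The alternatives for RNA-seq were RLE normalization, DESeq2, edgeR's likelihood ratio and exact tests, no filter, at least 10 counts in every library, only the 4 libraries compared, a replicate block, thinning to the smallest library, leaving out predicted genes and pseudogenes, and leaving out each library in turn. For the 2-fold rule the prior count was also changed. The alternatives for ATAC-seq were a q of at most 0.01, a fold enrichment of at least 4, lists of equal length, an overlap of at least 50%, merging of peaks within 500 bases, chromosomes 1 to 19 and X, and other promoter distances.

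Marker lists for basal, suprabasal and wound keratinocytes, hair follicle, endothelial, mural and smooth muscle, fibroblast, leukocyte, melanocyte and erythroid cells and the interferon response were tested with limma's camera on log2 CPM with its preset correlation, with Benjamini-Hochberg adjustment over all lists and both comparisons. The same tests were run with fry and with camera's estimated correlation. Simulated libraries with no group effect were drawn from the fitted means and dispersions of the 7 libraries. Each gene was drawn independently, so spread that genes share within a library was left out.

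R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1 were used. Gene ontology and motif enrichment programs named in the paper were not used here.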

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

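The marker list tests with camera, fry and an estimated correlation were planned, and the other tests in this part were chosen only after the result was seen.

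In the unwounded RNA-seq library labelled *Grhl3*-cKO, the paper does not report on *Xist*, which had 14854 counts there against at most 32 in each other library, while 4 Y-linked genes had 0 counts. The paper's Methods state that males and females were used. RNA of both sexes mixed in this library is argued against by the 0 Y-linked counts, where the other libraries had at least 2580. A female animal, beside male animals in the other libraries, may account for the pattern, since the 14854 *Xist* counts and the absence of Y-linked counts are both what it needs. A wrong label for this library was not tested. With this library the only unwounded one of its genotype, sex goes together with the *Grhl3*-cKO wound comparison.

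Endothelial transcripts, outside the genes the paper discusses apart from *Pecam1* and *Flt1*, were higher in WT wounded keratinocytes, with a median log2 fold change of 3.28 over 11 genes (range -3.20 to 4.84), 9 of them higher, and an adjusted p of 9.0e-06 by camera. The adjusted p was 0.0599 with fry and 0.198 with an estimated correlation. Of the 12 genes in the list, 1 was above 1 CPM in unwounded keratinocytes, and 5 are in the paper's Table S1. The list was written after Table S1 had been read. Without the genes of Table S1 the median log2 fold change was 2.11 over 6 genes, 4 of them higher. The most abundant gene of the list over all 7 libraries, *Ptprb*, had 2 and 4 counts before and 141 and 37 after wounding. In the libraries labelled *Grhl3*-cKO, the summed CPM of the list was 2.72 unwounded and 16.3 and 18.7 wounded, so the higher values were not limited to WT. RNA of endothelial cells in the sorted WT wounded samples cannot be told apart from expression by keratinocytes, since either could raise most genes of the list, as seen for 9 of 11, and nothing analysed here shows which cells the RNA came from. A lower share of keratinocytes, which raises the transcripts of every other cell type alike, cannot be told apart either. Over the pairs of WT wounded and unwounded libraries, the ratio of summed CPM was 4.17 to 11.9 for the endothelial list, 0.846 to 1.35 for the fibroblast list, 0.904 to 3.46 for the leukocyte list, 0.695 to 0.971 for the melanocyte list and 1.13 to 1.24 for the mural and smooth muscle list. Without the most abundant gene of each list in the WT libraries (*Flt1*, *Col6a1*, *Cd74*, *Mitf* and *Notch3*), these ranges became 3.11 to 11.4, 0.699 to 3.28, 0.830 to 3.26, 2.22 to 9.10 and 3.62 to 21.5, so that the endothelial range overlapped each of the others. Without *Ptprb* in place of *Flt1* the endothelial range was 3.91 to 9.86, above those of the fibroblast and leukocyte lists, so the answer turns on a single gene. A change with wounding in the cells themselves stays open and was not tested.

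Interferon response transcripts, which the paper does not discuss, were higher in WT wounded keratinocytes, with a median log2 fold change of 2.86 over 9 genes, 8 of them higher, and an adjusted p of 4.2e-06 by camera, 0.0375 with fry and 0.198 with an estimated correlation. The median was 2.86 with the gene at 0 in both unwounded libraries set to its bound. Of the 10 genes in the list, 2 were above 1 CPM in unwounded keratinocytes, 5 are in Table S1 and 3 in Table S4. This list too was written after those tables had been read. Without the genes of Table S1 the median log2 fold change was 0.74 over 4 genes, 3 of them higher. A single library carrying the rise is argued against by the lower summed CPM of the WT wounded libraries, 20.0, which is above both unwounded sums of 8.61 and 5.90. RNA of other cells was not tested for this list, and a response to wounding stays open.

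Among genes at least 2-fold different from both unwounded libraries in WT keratinocytes, 41 moved the opposite way in both wounded libraries labelled *Grhl3*-cKO. The difference between the genotypes was not tested. Simulated libraries with no group effect gave a median of 38 such genes (range 26 to 50), so sampling of replicate spread alone is a candidate explanation for their number. A difference by genotype or by the sex of the unwounded library stays open.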

How the results depend on the processing

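The alternative without genes on chromosomes X and Y was the only test here chosen after the result was seen. Except where a cause is named, the cause of a change was not tested.

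Of 738 values for 76 single-gene results other than those of *Fscn1*, under alternatives with a test, 720 kept their direction and side of an unadjusted P of 0.05, 7 no longer passed it, 9 newly passed it and 2 changed direction. Both reversals came with a replicate block, where the log2 fold change of *Grhl3* after wounding in WT was 0.0016 and that of *Krt6b* between the wounded groups was 0.27. The labels share only a replicate number. Between libraries of equal number, deviations from the group means correlated at 0.154 for WT unwounded and WT wounded. The value was -0.0386 for WT wounded and *Grhl3*-cKO wounded, which differ in genotype and so do not bear on pairing within mice. The paper's Methods name wound margins and distal unwounded skin, so such pairing stays possible. The samples were not treated as paired, and the block gave 719 genes at an unadjusted P under 0.05 in WT. With 1 library left out, 185 of 304 values stayed within the replicate spread, 119 moved and 0 called values changed sign.

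For WT wounded against unwounded, the likelihood ratio test gave 1117 genes at an unadjusted P under 0.05. At an adjusted p under 0.05 there were 24 genes with DESeq2, 49 with the likelihood ratio test, 34 with the exact test, 96 with no filter, 0 with at least 10 counts in every library (534 at an unadjusted P under 0.05) and 0 with only the 4 libraries compared (599 at an unadjusted P under 0.05). Between the wounded groups, the likelihood ratio test gave 873 genes at an unadjusted P under 0.05 and 1 at an adjusted p under 0.05, where DESeq2 gave 3, the exact test 5 and no filter 51. The overlap of both comparisons was 257 genes with the likelihood ratio test and 225 with no filter.

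*Fscn1* after wounding in WT passed an unadjusted P of 0.05 with a log2 fold change of 0.68 under RLE normalization, 0.68 under the likelihood ratio test, 0.68 under the exact test, 0.68 with no filter, 0.68 with only the 4 libraries compared and 0.67 with a replicate block. It ranged from 0.32 without WT unwounded replicate 1 to 1.15 without WT unwounded replicate 2. Between the wounded groups it ranged from -1.10 without *Grhl3*-cKO replicate 1 to 0.16 without replicate 2.

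The number of genes by the 2-fold rule was 460 with at least 10 counts in every library, which tests fewer genes, and 2567 to 2732 across the counts that each left out 1 wounded library, which loosens the rule. It was 1295 without genes on chromosomes X and Y. Of 20 marker list tests, 10 had an adjusted p under 0.05 with camera, 3 with fry, 0 with an estimated correlation (4 at an unadjusted P under 0.05) and 5 with at least 10 counts in every library. The calls that held under fry were the interferon response and suprabasal lists in WT and the suprabasal list between the wounded groups.

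With a fold enrichment of at least 4, the lists held 6525 WT unwounded, 21984 WT wounded, 14638 *Grhl3*-cKO unwounded and 15163 *Grhl3*-cKO wounded peaks. The *Grhl3*-cKO unwounded list was then shorter than the wounded one, unlike with all peaks. WT wounded peaks without a WT unwounded peak were then 15854 and without a *Grhl3*-cKO wounded peak 9613, against 3510 and 3259 with lists of equal length, which hold fewer peaks. The share of peaks gained in WT that was present in *Grhl3*-cKO unwounded was 46.6% with a q of at most 0.01, 41.8% with a fold enrichment of at least 4, 41.9% with lists of equal length and 49.9% with an overlap of at least 50%.

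Promoter shares in WT unwounded, WT wounded, *Grhl3*-cKO unwounded and *Grhl3*-cKO wounded were 53.9%, 34.0%, 39.8% and 41.2% with a q of at most 0.01, 55.9%, 36.0%, 43.0% and 42.6% with a fold enrichment of at least 4, 54.9%, 35.7%, 39.3% and 42.4% within 2 kb of a start site and 56.6%, 38.5%, 42.0% and 44.5% from 5 kb upstream to 1 kb downstream. With lists of equal length the last 3 were 44.3%, 47.5% and 46.9%. Genes near a gained peak among those of the wounded comparison numbered 390 with all WT wounded peaks, 151 with a fold enrichment of at least 4 and 29 with lists of equal length.

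The alternative without mitochondrial genes was not run, since no gene listed has a mitochondrial name. The peak lists give no depth, so no result from them was adjusted for it.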

Differences from the paper's values

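The count of WT wounded peaks in none of the other 3 libraries was the only test here chosen after the result was seen.

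The paper gives 116 peaks unique to wounded keratinocytes in *Grhl3*-cKO mice, against 3710 here, and in the comparison of the wounded groups of Figure 7D it gives 5553 peaks exclusive to WT, against 16691 WT wounded peaks without a *Grhl3*-cKO wounded peak here. None of the alternatives set before the data were examined closed either gap. The legend of Figure 7D calls its peak numbers normalized, whereas the counts here are plain overlaps of the peak lists, so the measures are not the same. The paper's text describes the 5553 peaks as gained in response to wounding, and 9853 WT wounded peaks overlapped a peak in none of the other 3 libraries here. Of these alternatives, a fold enrichment of at least 4 gave 6845 such peaks, within 1.5 times the paper's number, and the others did not come within it.

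In Figure 7E, read by eye, the paper has about 60% of WT wounded, about 61% of *Grhl3*-cKO unwounded and about 62% of *Grhl3*-cKO wounded peaks at promoters, against 32.1%, 35.9% and 39.1% here. Among the alternatives set before the data were examined, lists of equal length came within 1.5 times the paper's share for WT wounded (44.3%), where the others did not. For *Grhl3*-cKO unwounded this held for a fold enrichment of at least 4 (43.0%), lists of equal length (47.5%) and 5 kb upstream to 1 kb downstream (42.0%), and for *Grhl3*-cKO wounded for these (42.6%, 46.9% and 44.5%) and for 2 kb on either side (42.4%). The remaining alternatives did not.

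For *Fscn1* after wounding in WT, the paper's Table S1 gives a log2 fold change of 0.70 and Figure 5A, read by eye, about 1.8, against 0.68 here. Between the wounded groups Figure 4I, read by eye, gives about -1.7, against -0.34 here. For *Krt17* after wounding in WT, Figure 4C, read by eye, gives about 0.9, against 0.17 here. For *Flt1* after wounding in WT, the paper's Table S1 gives 2.41, against 4.44 here. None of the alternatives set before the data were examined closed the gaps to these figures or for *Flt1*. Whether the counts used here come from the same quantification as the paper's values, including those of Table S2, is not known.

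For *Grhl3*-cKO wounded against unwounded, the paper's Table S2 gives a log2 fold change of -1.34 for *Krt1*, -1.29 for *Krt10* and 2.51 for *Pdpn*, against fitted values of -0.23, -0.46 and 5.75 here. The unwounded library had 3 counts of *Pdpn*, and the ratio was 55.9 (95% counting interval 19.0 to 272) over both wounded libraries, with 311 and 58 counts. It was 17.7 (5.75 to 88.2) without wounded replicate 1 and 93.7 (31.8 to 457) without replicate 2. No other alternative was run for these values. The paper gives n = 2 per genotype, and 1 unwounded library labelled *Grhl3*-cKO was analysed here, for these values and for the markers below.

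The paper states that the wound-response markers did not change in *Grhl3*-cKO keratinocytes, and both wounded libraries were above the unwounded library here, with fitted log2 fold changes of 0.90 for *Krt16*, 0.39 for *Krt17*, 6.83 for *Krt6b* and 0.75 for *Itga5*. It states that *Krt17* rose after wounding in WT, where the unadjusted P here was 0.334. It states that nonkeratinocyte markers were not expressed, and *Pecam1* had up to 100 counts in a library.

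The paper states that *Fscn1* and *Pdpn* were lower in *Grhl3*-cKO than in WT wounded keratinocytes, where the log2 fold change here was -0.34 (standard error 0.32) for *Fscn1* and -1.30 (standard error 0.62) for *Pdpn*, neither past an unadjusted P of 0.05. *Pdpn* passed 0.05 with the likelihood ratio test, the exact test and no filter, and *Fscn1* under none of the alternatives run. It states that wounding induced *Fscn1* in WT, where the unadjusted P here was 0.0502. This passed 0.05 with RLE normalization, the likelihood ratio test, the exact test, no filter, only the 4 libraries compared and a replicate block.

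The paper places most WT wounded peaks at promoters, against 32.1% here. It reports enrichment of the GRHL3 motif in the genes of Table S4, where the core motif was at 11.8% of their promoters and 11.3% of those of other genes. It places the motif in the intronic peak of *Fscn1*, and the sequence drawn was found here only in the upstream peak, 1517 bases before the gene's start. It states that the *Fscn1* peaks did not change after wounding in *Grhl3*-cKO mice, and the upstream peak was listed only after wounding there, with a fold enrichment of 3.98. It states that accessibility at *Krt14* and *Krt1* was not significantly affected, and peaks there were listed in some libraries only. The lists hold only peaks past the caller's threshold, so this does not show a difference in accessibility.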

Other observations

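The tests of the sensitivity of the ATAC-seq library, of expression level and of the motif's base rate and the marker list tests were planned, and the other tests in this part were chosen only after the result was seen.

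The WT unwounded peak list was the shortest of the 4. A lower sensitivity of that library may account for part of the peaks gained in WT, since 32.6% of the strongest WT wounded peaks had no WT unwounded peak, against 88.0% of the others. Whether that 32.6% holds a change with wounding cannot be told from 1 library per condition. Lists of equal length left similar shares unmatched elsewhere, but there the list searched for partners had been cut, unlike the WT unwounded list. Of the *Grhl3*-cKO wounded peaks 29.9% had no unwounded peak, and of the *Grhl3*-cKO unwounded peaks 30.0% had no wounded peak. In WT, 67.7% of the unwounded peaks overlapped a wounded peak. With 1 library per condition neither depth nor batch was tested.

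The number of genes near gained peaks among genes of the wounded comparison was at percentile 99.2 of random lists matched on expression. It was at percentile 100 with a distance of 5 kb, 99.2 with chromosomes 1 to 19 and X and 99.0 with merged peaks, but at 66.4 with an overlap of at least 50%, 48.1 with lists of equal length, 36.5 with a q of at most 0.01, 7.58 with a fold enrichment of at least 4 and 0 with all WT wounded peaks. A link to gained peaks cannot be told apart from expression level alone, since the percentile turns on which peaks are counted.

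The GRHL core motif in promoters of the genes of Table S4 was not detectably more frequent than its base rate (two-sided Fisher's exact test, p = 0.856), so the base rate alone may account for its presence there.

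The number of genes by the 2-fold rule in the libraries labelled *Grhl3*-cKO was 1295 without genes on chromosomes X and Y, which argues against those chromosomes as the whole cause. Sex differences in other genes cannot be told apart from genotype, since WT unwounded and *Grhl3*-cKO unwounded libraries, which differ in both, had 1404 genes at least 2-fold apart.

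Simulated libraries with no group effect gave a median of 688.5 genes at an unadjusted P under 0.05 for WT wounded against unwounded, so replicate spread alone may account for the number of genes. Their direction lay outside the simulated range, since 62.6% moved the same way in the libraries labelled *Grhl3*-cKO against 46.1% to 54.0% in simulation. For genes at least 2-fold different the same way in both genotypes, the simulated median was 40 against 91 observed. The WT wounded libraries shared by both comparisons may account for the number of genes in both, with a simulated median of 140. Of these genes 13 had the same sign in both, where simulation gave at most 5. The simulation drew each gene independently, without the spread that genes share within a library. It therefore cannot exclude replicate spread as the cause of these differences.

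The other lists were tested with camera in WT wounded against unwounded keratinocytes. Wound keratinocyte genes had a median log2 fold change of 1.20, 8 of 8 genes higher, and adjusted p = 9.6e-05. Hair follicle genes had a median log2 fold change of -0.40, 0 of 7 genes higher, and adjusted p = 0.00274. Leukocyte genes had a median log2 fold change of 1.04, 7 of 8 genes higher, and adjusted p = 0.0243. Suprabasal keratinocyte genes had a median log2 fold change of -0.41, 2 of 8 genes higher, and adjusted p = 0.0281.

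In the same comparison, melanocyte genes had a median log2 fold change of 0.66, 4 of 5 genes higher, and adjusted p = 0.0418. Mural and smooth muscle genes had a median log2 fold change of 2.90, 5 of 6 genes higher, and adjusted p = 0.122. Fibroblast genes had a median log2 fold change of 0.67, 5 of 7 genes higher, and adjusted p = 0.439. Basal keratinocyte genes had a median log2 fold change of 0.12, 4 of 6 genes higher, and adjusted p = 0.565. The erythroid list had 1 gene tested and a summed CPM of at most 0.907, and was not run.

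Between the wounded groups, the suprabasal keratinocyte list was higher in the samples labelled *Grhl3*-cKO (median log2 fold change of 0.65, 7 of 8 genes higher, and adjusted p = 0.00152), and the interferon response (median log2 fold change of -1.36, 1 of 9 genes higher, and adjusted p = 0.00875) and wound keratinocyte (median log2 fold change of -0.61, 1 of 8 genes higher, and adjusted p = 0.0243) lists were lower. The endothelial (0.113), hair follicle (0.149), leukocyte (0.564), melanocyte (0.814), basal keratinocyte (0.917), mural and smooth muscle (0.917) and fibroblast (0.949) lists had adjusted p values above 0.05. Of the wound keratinocyte list, 6 of 8 genes are in Table S1, and of the suprabasal list 3 of 8.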
